# p53-Dependent Transcriptional Responses to Interleukin-3 Signaling

**DOI:** 10.1371/journal.pone.0031428

**Published:** 2012-02-14

**Authors:** Anissa M. Jabbour, Lavinia Gordon, Carmel P. Daunt, Benjamin D. Green, Chung H. Kok, Richard D'Andrea, Paul G. Ekert

## Abstract

p53 is critical in the normal response to a variety of cellular stresses including DNA damage and loss of p53 function is a common feature of many cancers. In hematological malignancies, *p53* deletion is less common than in solid malignancies but is associated with poor prognosis and resistance to chemotherapy. Compared to their wild-type (WT) counterparts, hematopoietic progenitor cells lacking *p53* have a greater propensity to survive cytokine loss, in part, due to the failure to transcribe Puma, a proapoptotic Bcl-2 family member. Using expression arrays, we have further characterized the differences that distinguish *p53^−/−^* cells from WT myeloid cells in the presence of Interleukin-3 (IL-3) to determine if such differences contribute to the increased clonogenicity and survival responses observed in *p53^−/−^* cells. We show that *p53^−/−^* cells have a deregulated intracellular signaling environment and display a more rapid and sustained response to IL-3. This was accompanied by an increase in active ERK1/2 and a dependence on an intact MAP kinase signaling pathway. Contrastingly, we find that *p53^−/−^* cells are independent on AKT for their survival. Thus, loss of *p53* in myeloid cells results in an altered transcriptional and kinase signaling environment that favors enhanced cytokine signaling.

## Introduction

p53 is a critical regulator of the response to DNA damage and oncogenic stress. Loss of p53 function, through mutation or deletion, is a frequent occurrence in human malignancies. In hematological malignancies, p53 deletion, 17p-, is less common, but is a poor prognostic feature. p53 functions to regulate several pathways, including cell cycle arrest, DNA repair and apoptosis through transcriptional upregulation of proapoptotic Bcl-2 genes, in particular Puma/Bbc3 and Noxa [1], [2], [3], [4], [5], [6], [7]. Loss of p53 protects cells from p53-dependent apoptotic stimuli due to limited Puma and Noxa transcriptional upregulation.

The induction of apoptosis is a key tumor suppressor function of p53, particularly in those cells which acquire other oncogenic lesions [8]. p53-dependent Puma upregulation has a central role in this response, inducing apoptosis in the transformed cells [9]. Interestingly, in response to an acute DNA-damaging stress such as ionizing radiation, p53-dependent upregulation of Puma may actually contribute to tumor development in some models [10], [11]. In this situation, p53-dependent apoptosis induces cell death in thymic cells which have sustained DNA damage but not yet acquired oncogenic mutations. This cell loss creates a niche into which surviving cells with transforming mutations may proliferate.

It is increasingly apparent that p53 also has a critical role in regulating the response to a wide variety of cellular stresses. For example, we and others have shown that deletion of *p53* can protect cells against apoptosis induced by cytokine deprivation, in particular Interleukin-3 (IL-3) deprivation [12], [13]. These results complement earlier observations from Lotem and Sachs [14], who showed that untransformed hematopoietic progenitor cells from *p53^−/−^* mice formed colonies in limiting doses of cytokine. *p53*-deficient hematopoietic progenitor cells were also able to form more colonies in the absence of IL-3 compared to wild-type (WT) cells [12]. These experiments clearly suggest that p53 is involved in modulating the sensitivity to cytokine with a loss of p53 increasing viability and growth in the presence of limiting cytokine doses. The p53 response is also coupled to cell death in the absence of cytokine with a failure to upregulate Puma expression a likely explanation for this [12]. Thus, in the presence of IL-3 receptor signaling, a p53-dependent response modulates the sensitivity to cytokine receptor activation and may also contribute to growth and survival differences important for tumorigenesis.

To explore this further we compared the expression profiles of WT cells and *p53^−/−^* IL-3 dependent cells [12], hereafter referred to as FDM (Factor Dependent Myeloid) cells, in the presence or absence of IL-3, using microarray analysis. Under normal culture conditions, *p53* deleted cells have substantially different gene expression profiles compared to WT cells. Some of these differences are in genes that regulate cytokine signaling, in particular genes such as *SOCS1* and *SOCS3*, and the cell cycle inhibitor *p21*. The different gene expression profiles suggest that even under optimal growth conditions deletion of *p53* alters gene expression rendering cells more responsive to changes in cytokine levels. This may in part explain our and others observation that lower doses of IL-3 are required to maintain viability of *p53^−/−^* cells compared to WT cells [14]. In support of this hypothesis, we show that MAP Kinase signaling is activated earlier and in a more sustained manner in *p53^−/−^* cells after IL-3 stimulation. Interestingly, we also observed that *p53^−/−^* cells treated with an AKT inhibitor were protected from cell death in comparison to WT cells indicating that AKT activation is redundant. In comparison, *p53^−/−^* cells were sensitive to an MEK inhibitor indicating that MAP Kinase signaling was required for *p53^−/−^* viability.

Expression array analysis of IL-3 withdrawal responsive genes by Signaling Pathway Impact Analysis (SPIA) of curated pathways indicates that WT samples displayed an identifiable response with pathways such as the JAK-STAT, Insulin and p53 signaling pathways significantly altered. In contrast, the changes in gene expression in *p53^−/−^* cells upon IL-3 withdrawal did not show the alterations to downstream cytokine signaling. Thus, the down-modulation of cytokine signaling on withdrawal of cytokine appears to be p53-dependent.

## Materials and Methods

### Generation of IL-3 dependent FDM cells

Murine WT and *p53^−/−^* factor dependent myeloid (FDM) cells were generated previously by HoxB8 transformation [12] and their generation was approved by the animal ethics committee at the Murdoch Children's Research Institute (AEC 594) and Walter & Eliza Hall Institute (2003.024). All FDM cells were cultured in DMEM (low glucose; Gibco) supplemented with 10% fetal calf serum (FCS; JRH Laboratories) plus 0.25 ng/mL IL-3 (R&D systems).

### Expression array

Expression array was performed as previously described [12]. Briefly, RNA from three biological replicates per genotype was isolated using Qiagen RNAeasy extraction kit according to the manufacturer's instruction. RNA was labeled, amplified and hybridized to Illumina MouseWG-6 V1 Expression BeadChips according to Illumina standard protocols. Samples were processed at the Australian Genome Research Facility, Melbourne, Australia. A total of 18 arrays comprising over 46,000 transcripts that interrogates the whole mouse genome, were generated covering three time points (0, 6, 18 hours after IL-3 deprivation), and each time series repeated in triplicate with independent biological samples (Gene Expression Omnibus: NCBI gene expression and hybridization array data repository accession GSE18770).

### Expression array analysis

The data were analyzed using the lumi package [15] from Bioconductor [16] and R (R development core, http://www.R-project.org).

### Expression array quality assessment

The quality of the array series was assessed using the package *arrayQualityMetrics*, which offers an extensive set of visualizations and metrics for assessing microarray data quality [17]. Applied to this dataset, *arrayQualityMetrics* indicates that although in general the data are of good quality, one sample was considered to be an outlier and hence was excluded from further analysis *(arrayQualityMetrics)*. The proportion of expressed probes for each array is represented in Table 1.

**Table 1:** Proportion of expressed probes for each array.

Genotype and hours withdrawn of IL-3	WT 0 h	WT 6 h	WT 18 h	*p53^−/−^* 0 h	*p53^−/−^* 6 h	*p53^−/−^* 18 h
Proportion of expressed probes	0.319	0.340	0.330	0.319	0.319	0.301

The empirical reliability of each array following a linear model fit was estimated. A normexp-by-control background correction, quantile normalization and log2 transformation was carried out. Probes that failed to achieve a BeadStudio detection p value of 0.01 on any array were deemed to be not expressed, and hence were removed from all subsequent analyses. Hierarchical clustering was carried out which is hierarchical cluster analysis on a set of dissimilarities. These dissimilarities are a distance matrix computed by using the Manhattan distance on the expression data. A linear model was fitted for each probe; subsequently differential expression analysis was carried out.

### Signaling Pathway Impact Analysis (SPIA)

For the signaling pathways available in KEGG (Kyoto Encyclopedia of Genes and Genomes), the Signaling Pathway Impact Analysis (SPIA) algorithm [18], [19], [20] was conducted. SPIA uses information from differentially expressed genes and their fold changes, as well as pathways topology in order to assess the significance of the pathways in the condition under the study. At time of writing, 80 pathways were available for searching. A false discovery adjusted global p-value cut-off of 0.1 was chosen. A SPIA analysis provides information on the KEGG pathway being perturbed (the KEGG ID), the number of genes in the KEGG pathway (pSize), the number of differentially expressed genes found within the pathway (NDE), the False Discovery Rate (pGFdr), and whether the pathway is activated or inhibited (Status).

### Gene Set Enrichment Analysis (GSEA)

Broad GSEA software was used to analyze array results [21], [22]. A mean-rank gene set test to analyze whether a set of genes is highly ranked relative to other genes in terms of the residual standard deviation for each gene taken from the linear model fitted to the array. Genes were considered expressed in the array based on their detection p-value.

### Western blot analysis

Cells were lysed in RIPA buffer (150 mM NaCl, 50 mM TrisHCl pH 7.4, 0.5% sodium deoxycholate (DOC), 0.1% SDS, 1% NP40, protease inhibitor cocktail, 5 mM ßglycerophosphate, 1 mM Na Molybdate, 2 mM Na pyrophosphate, 10 mM NaF). Lysates were resolved by SDS-PAGE and immunoblotted with the following antibodies: rabbit monoclonal anti-phospho Stat5 (Tyr 694; Cell Signaling), rabbit monoclonal anti-Stat5 (Cell Signaling), rabbit polyclonal anti-phospho ERK1/2 (Thr 202/Tyr 204; Cell Signaling), rabbit polyclonal anti-ERK1/2 (Cell Signaling), rabbit monoclonal anti-phospho AKT (Ser 473; Cell Signaling), mouse monoclonal anti-AKT (Cell Signaling), mouse monoclonal anti-ßactin, goat polyclonal anti-mouse IgG coupled to HRP (Sigma Aldrich) and donkey polyclonal anti-rabbit IgG coupled to HRP (Amersham).

### Cell Viability Assays

IL-3 was removed by washing cells 3 times in PBS before being cultured in DMEM/10% FCS with or without IL-3 (as indicated) or treated with the AKT inhibitor VIII (Calbiochem) at 0, 0.1 or 0.5 ng/mL or a MEK inhibitor (U0126; Selleck chemicals) at 0, 40 or 200 nM. Cell viability was determined by staining cells with Propidium Iodide (PI, 1 µg/mL; Sigma- Aldrich) followed by flow-cytometric analysis (LSR II; Becton Dickinson).

### Clonogenic survival assays

Clonogenic survival assays were performed as previously described [23], [24]. Briefly, 1×10^4^ cells/mL were cultured in DMEM, 10% FCS with or without IL-3 at various concentrations. After three days, cells were plated in 6-well plates in DMEM, 20% FCS, 0.5 ng/mL IL-3, and 0.3% soft agar. After 14 days the numbers of colonies were counted and expressed as a percentage relative to the number of colonies generated per 1000 cells cultured in IL-3. At least 3 independent clones of each genotype were assayed in each experiment.

## Results

### Gene expression profile of WT and *p53^−/−^* FDM cells in the presence of IL-3

Previously, we showed that the apoptotic response to cytokine deprivation in immortalized IL-3 dependent myeloid cells (Factor Dependent Myeloid or FDM cells) differed significantly between cells derived from WT and *p53^−/−^* mice. Decreased Puma protein levels in *p53^−/−^* cells contributed to the survival advantage exhibited by these cells when starved of IL-3 [12]. We speculated that p53-dependent transcription under non-stress conditions (abundant IL-3) also contributed to the enhanced viability and clonogenicity of *p53^−/−^* FDM cells. 

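Factor-dependent myeloid (FDM) cells are mouse myeloid cells, immortalized with HoxB8, that need IL-3 to survive and proliferate. RNA from 3 independent clones of WT cells and 3 of *p53-/-* cells was taken 0, 6 and 18 h after IL-3 was removed. This gave 6 groups of 3 samples and 18 arrays, and the 0 h cells were those still growing in IL-3. Each Illumina MouseWG-6 array was read as 46632 probes. For every array the authors deposited the intensity of each probe before normalization with a detection score, and a table of their own processed log2 values. Probe intensity had a median of 102.9 to 175.2 per array. At a detection p under 0.01, the proportion of probes expressed was 0.315 ± 0.0053 (SD, n = 3) in WT and 0.318 ± 0.019 (SD, n = 3) in *p53-/-* cells at 0 h. The third *p53-/-* array at 18 h stood apart from the rest, with the lowest median intensity and 27.01% of probes detected against at least 30.69% on every other array. Probes for the targeted gene, Trp53, and for the neomycin resistance cassette are unnamed here and were not analysed here, so genotype was taken from the labels alone.
Intensities were background corrected by normexp, with the background estimated from the detection p-values since the files hold 0 control probes, then quantile normalized and log2 transformed, in the order the methods give. The 21413 probes detected on at least 1 array were kept. Of these, 16268 carried 1 gene symbol and stood for 11195 genes. A linear model with 6 groups was fitted to each probe with limma, with each array weighted by its empirical reliability. The weights ran from 0.0905 for the third *p53-/-* array at 18 h to 4.34 for the second WT array at 0 h. A probe passed at an adjusted p-value of 0.1 or lower with a positive B statistic, the thresholds the paper states. Where a gene is said not to pass at an adjusted p under 0.1, it failed on the B statistic. Log2 changes are estimates weighted by array, so they differ from differences between plain group means. The methods leave out 1 array that they do not name. All 18 were used here. Gene lists were fixed before the data were examined, but with the paper in view, and were tested with camera at a preset correlation of 0.01 between genes, with the adjusted p taken over 34 lists in each comparison. Counts adjusted over a list alone take an adjusted p of 0.1 or lower over its members, with no condition on B. They exceed the other counts in part because B was dropped, and not only because fewer genes were adjusted for. The list of JAK-STAT and IL-3 response genes, at 6 h in each genotype, was the only one still called when camera estimated that correlation, so the p with an estimated correlation stands beside the other lists named. For a probe undetected on every array of 1 group the change is given as a bound, "at least N-fold", which sets the mean of the other group against the lowest signal among detected probes of each array or the probe's own signal, whichever was higher. With 3 clones in each group the smallest p that an exact permutation test allows is 0.1, and the number of arrays limits the precision of every value.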

As previously described [12], RNA samples from three independent clones each of WT and *p53^−/−^* FDM cells, 0, 6 and 18 h after IL-3 withdrawal, were analyzed using the Illumina MouseWG-6 Expression BeadChip array. To extract the most significantly variant genes, we considered that significantly differentially expressed genes had an adjusted p-value of 0.1 or lower and a positive B statistic (1000 probes). In the presence of IL-3, 533 probes, representing 519 genes, showed significantly higher expression in the WT samples compared to *p53^−/−^* samples and 467 probes representing 431 genes showed significantly reduced expression. 

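In the presence of IL-3, 504 probes representing 410 named genes were expressed at higher levels in WT than in *p53-/-* cells, and 423 probes representing 334 named genes were expressed at lower levels. Among the largest differences, Hebp1, which encodes a heme-binding protein, was at least 24.6-fold higher in *p53-/-* cells (adjusted p = 0.000382) and was undetected on the 3 WT arrays. Smpdl3a, which encodes a phosphodiesterase related to acid sphingomyelinase, rose by 4.71 on the log2 scale (standard error 0.465, adjusted p = 7.83e-05) and was detected on 1 of 3 WT arrays. In the other direction, the kinase gene Aatk was at least 18.9-fold lower in *p53-/-* cells (adjusted p = 2.03e-05). Rgl1, which encodes an exchange factor for Ral GTPases, had a log2 change of -4.67 (standard error 0.411, adjusted p = 4.46e-05) and Akr1c18, which encodes a steroid dehydrogenase, one of -4.92 (standard error 0.62, adjusted p = 0.000412). Both were detected on 1 of 3 *p53-/-* arrays. Tmem51 had a log2 change of -5.78 (standard error 0.803, adjusted p = 0.000838), and was detected on 2 of 3 *p53-/-* arrays. The largest fall was that of Thy1, a surface glycoprotein of lymphoid and stromal cells, at -6.70 (standard error 1.29, adjusted p = 0.0045). Its log2 level was 14.82 ± 0.09 (SD, n = 3) in WT and 8.26 ± 3.27 (SD, n = 3) in *p53-/-* cells.
In limma 927 probes passed in all. At an unadjusted p under 0.05, 5889 probes differed, where chance alone gives 1071. The number passing depended on single arrays. It was 233 without the second WT array, 553 without the third and 576 without the first, and 435 and 525 without the third and the first *p53-/-* array. Thy1 did not pass without the second WT array (adjusted p = 0.07), the third WT array (adjusted p = 0.0203) or the third *p53-/-* array (adjusted p = 0.044), nor with no filter on detection (adjusted p = 0.0272) or no array weights (adjusted p = 0.027), and Hebp1 did not pass with the authors' processed values (adjusted p = 0.0177).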

The top 30 most differentially expressed genes in WT and *p53^−/−^* samples are shown in Figure 1A. 

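Of the 30 genes named in Figure 1A, 25 could be measured by name here. *p53-/-* cells had higher levels of 5 and lower levels of 20, and 4 and 15 of these passed on their brightest probe (5 and 19 on any probe). All 16 measured genes of Figure 1B were higher in *p53-/-* cells, with a median log2 change of 3.87, and 11 passed on their brightest probe (14 on any probe). All 18 measured genes of Figure 1C were lower, with a median of -3.88, and all 18 passed. The study chose these genes on the same arrays, so their direction is not independent evidence.
Markers of other blood lineages differed along with these genes. Of 25 genes of the erythroid and megakaryocyte lineage, 4 were higher in *p53-/-* cells and 0 lower (15 higher when adjusted over the list alone), with a median log2 change of 1.81 (adjusted p = 2.2e-05 from camera, and adjusted p = 0.216 with an estimated correlation). Slc4a1, the band 3 anion exchanger of red cells, was at least 8.12-fold higher (adjusted p = 0.000382), and Gp9, a platelet membrane glycoprotein, at least 4.18-fold (adjusted p = 0.00378). The other platelet genes of the list did not pass. Vwf, Gp5, Ppbp, Gp1bb and Itga2b had log2 changes of 1.01, 0.967, 0.791, 0.255 and 0.21, and Pf4 and Itgb3 of -0.387 and -0.732. Hemgn, a nuclear protein of developing blood cells, rose by 4.01 on the log2 scale (standard error 0.742, adjusted p = 0.0037). The erythroid regulator Klf1 had a log2 change of 3.55 (standard error 1.36, adjusted p = 0.0988), and did not pass. Of 17 genes of the mast cell and basophil lineage, 4 were lower and 0 higher (9 lower when adjusted over the list alone), with a median of -0.89 (adjusted p = 0.000741, and adjusted p = 0.387 with an estimated correlation). Fcer1a, the alpha chain of the high-affinity IgE receptor, had a log2 change of -2.33 (standard error 0.305, adjusted p = 0.000538). Of 11 genes of monocytes and macrophages 2 were lower and 0 higher (3 lower and 1 higher when adjusted over the list alone), among them Adgre1, which encodes the macrophage antigen F4/80, at -3.75 (standard error 0.627, adjusted p = 0.00217), but the list did not pass (adjusted p = 0.0859).
Without the third *p53-/-* array the median of the erythroid and megakaryocyte list was 1.1, and the list still passed (adjusted p = 0.000106). Calls of single markers rested on few arrays, and those below were lost on the B statistic, at an adjusted p under 0.1. When each array was left out, the log2 change was 2.35 to 3.12 for Gp9, 3.23 to 4.32 for Hemgn and -4.07 to -2.79 for Adgre1. Without the second WT array, Gp9 (adjusted p = 0.07), Hemgn (adjusted p = 0.0945) and Adgre1 (adjusted p = 0.0661) did not pass. Gp9 was also lost without the first or second *p53-/-* array (adjusted p = 0.0243 and 0.0262), and Hemgn without the third WT array or the third *p53-/-* array (adjusted p = 0.0302 and 0.0342). Slc4a1 was lost with the authors' processed values (adjusted p = 0.035) and Adgre1 with no array weights (adjusted p = 0.0263).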

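Cish, a feedback inhibitor of STAT5 signaling that IL-3 induces, was expressed at a log2 level of 13.65 ± 0.14 (SD, n = 3) in WT and 12.62 ± 0.18 (SD, n = 3) in *p53-/-* cells growing in IL-3. It was 2.15-fold lower in *p53-/-* cells, a log2 change of -1.11 (standard error 0.158, adjusted p = 0.000994). Socs1, which inhibits JAK kinases, was at 9.16 ± 0.33 in WT and 8.18 ± 0.38 in *p53-/-* cells (SD, n = 3 each), a change of -1.05 (standard error 0.198, adjusted p = 0.00398). Its other probe changed by -0.67 (standard error 0.198, adjusted p = 0.0382) and had a B statistic of -2.09, so it did not pass. Socs3, an inhibitor of signaling through gp130 and related receptors, was at 9.35 ± 0.49 in WT and 6.14 ± 0.99 in *p53-/-* cells (SD, n = 3 each), a change of -3.41 (standard error 0.589, adjusted p = 0.00257). It was detected on 3 of 3 WT arrays and on 2 of 3 *p53-/-* arrays. Dusp6, a phosphatase that inactivates ERK, was also lower in *p53-/-* cells, by a log2 change of -1.92 (standard error 0.358, adjusted p = 0.00385).
In the wider list of 28 JAK-STAT and IL-3 response genes, 6 were lower in *p53-/-* cells and 1 was higher (11 lower and 2 higher when adjusted over the list alone), with a median log2 change of -0.43 (adjusted p = 0.00487, and adjusted p = 0.116 with an estimated correlation). Of 19 genes of the IL-3 receptor and its proximal signaling, 0 passed in limma in either direction (2 higher and 3 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.494). The receptor genes Il3ra and Csf2rb had log2 changes of -1.02 (standard error 0.336, adjusted p = 0.058) and 0.93 (standard error 0.514, adjusted p = 0.264). Cish passed under every alternative and without any single array. Socs1 did not pass without the first WT (adjusted p = 0.0331), the second WT (adjusted p = 0.0869) or the first *p53-/-* array (adjusted p = 0.0322), nor with no array weights (adjusted p = 0.0464) or with only the arrays compared in the fit (adjusted p = 0.0487). Socs3 did not pass without the second WT (adjusted p = 0.0661) or the first *p53-/-* array (adjusted p = 0.0224). Dusp6 did not pass without the first WT (adjusted p = 0.0247), the second WT (adjusted p = 0.0875) or the third *p53-/-* array (adjusted p = 0.042), nor with no filter on detection (adjusted p = 0.026), no array weights (adjusted p = 0.0837) or only the arrays compared (adjusted p = 0.0257).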

Three members of the Suppressor of Cytokine Signaling (SOCS) family, the SH2-containing protein, CISH (also known as CIS or SOCS), SOCS1 and SOCS3 were expressed at significantly higher levels in WT cells, compared to *p53^−/−^* cells in the presence of IL-3. The SOCS family of proteins are modulated by various cytokines including IL-2, IL-3, EPO and G-CSF [25]. CISH functions to inhibit STAT5, in the presence of IL-3, resulting in reduced activation of the JAK/STAT pathway [26]. This raises the possibility that in the absence of p53 decreased CISH expression results in amplified IL-3 signaling. To determine whether mRNA levels of SOCS1 and SOCS3 reflected difference in protein expression, we probed lysates from 4 independent WT and 4 independent *p53^−/−^* cell lines with antibodies to SOCS1 and SOCS3 (supplemental Figure S1A). These data show that SOCS3 expression varies between cell lines but does not show any consistent elevation in *p53^−/−^* cells. Although SOCS1 expression was in fact higher in 2 of 4 *p53^−/−^* cell lines than in WT cell lines, these differences were not consistent across all cell lines. In addition, we saw no consistent differences in expression of IL-3 receptor components between WT and *p53^−/−^* cell lines. These data suggest that differences in the response to IL-3 signaling between WT and *p53^−/−^* cell lines is not explained by expression levels of the IL-3 receptor, SOCS1 or SOCS3.

**Figure 1:**
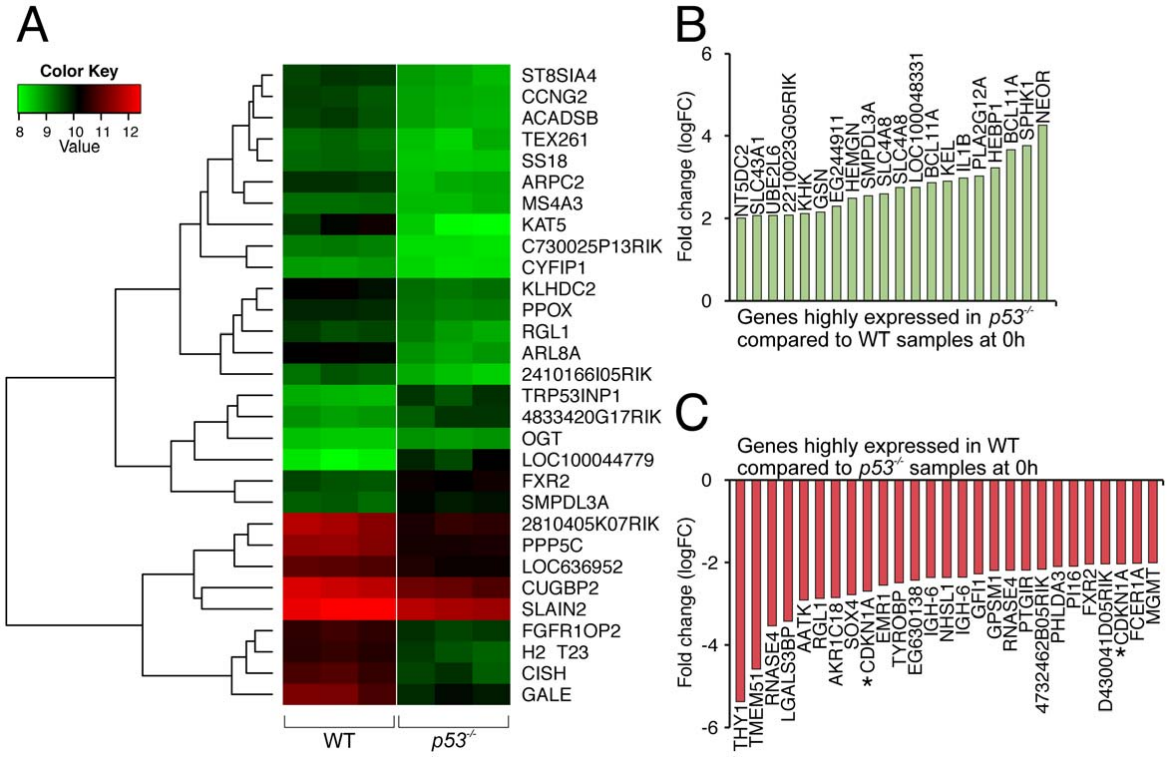
Differential gene expression in WT and *p53^−/−^* FDM samples. (A) RNA from three independent WT and *p53^−/−^* FDM cell lines were analyzed with the use of the 6-chip Illumina expression array. The heatmap depicts the expression of the top 30 differentially expressed genes according to the adjusted P value in WT and *p53^−/−^* samples. (B) Differentially expressed genes highly expressed in *p53^−/−^* compared to WT samples with a logFC change of greater than 2 are shown. (C) Differentially expressed genes highly expressed in WT compared to *p53^−/−^* samples with a logFC change of greater than 2 are shown. Asterisks show the p53-dependent gene CDKN1A (p21).

To highlight the most prominent p53-dependent genes under these conditions we selected genes with a LogFc of greater than 2, since this would identify genes whose expression was much higher in *p53^−/−^* than WT (potentially repressed by p53), and genes whose expression was much higher in WT than *p53^−/−^* (potentially p53-induced) (Figure 1B and 1C). 

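Cdkn1a, the cell-cycle inhibitor p21 and a direct target of p53, was 8.09-fold lower in *p53-/-* than in WT cells growing in IL-3. Its log2 level was 12.24 ± 0.56 (SD, n = 3) in WT and 9.37 ± 0.62 (SD, n = 3) in *p53-/-* cells (standard error of the change 0.541, adjusted p = 0.00304). A dimmer probe for Cdkn1a also fell by 2.30 on the log2 scale (standard error 0.433, adjusted p = 0.00395). Of 31 measured target genes of p53, 6 were lower in *p53-/-* cells and 0 were higher (9 lower and 2 higher when adjusted over the list alone), with a median log2 change of -0.45 (adjusted p = 0.000463, and adjusted p = 0.216 with an estimated correlation). Phlda3, an inhibitor of AKT, was at least 9-fold lower (adjusted p = 8.64e-05) and undetected on the 3 *p53-/-* arrays. Trp53inp1, which encodes a nuclear protein that promotes cell death, had a log2 change of -2.0 (standard error 0.215, adjusted p = 0.000162), and Ccng1, the cyclin G1 gene, one of -1.38 (standard error 0.248, adjusted p = 0.00317). The apoptosis genes Bbc3 (Puma), Pmaip1 (Noxa) and the p53 ubiquitin ligase gene Mdm2 did not pass, with log2 changes of -0.55 (adjusted p = 0.241), -0.12 (adjusted p = 0.889) and -0.36 (adjusted p = 0.315).
Phlda3 and Trp53inp1 passed under every alternative and without any single array. The brighter Cdkn1a probe did not pass without the first WT (adjusted p = 0.02), the second WT (adjusted p = 0.07) or the first *p53-/-* array (adjusted p = 0.0244), where its log2 change stayed between -2.74 and -2.68. The dimmer probe did not pass without the first or second WT array (adjusted p = 0.0288 and 0.0755) or without any 1 of the 3 *p53-/-* arrays (adjusted p = 0.0243, 0.0176 and 0.0272). Ccng1 was lost without the second WT array (adjusted p = 0.0818).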

As expected, well-described p53-dependent genes such as p21 (Cdkn1a) were expressed at significantly lower levels in *p53^−/−^* FDM samples compared to WT, indicating our system correctly identified known p53-dependent genes. The genes most significantly over-expressed by fold-change in *p53^−/−^* cells other than the Neomycin resistance cassette, were Sphk1, Sphingosine Kinase 1 and Bcl11A suggesting that these are normally down-regulated by p53. 

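Sphk1, the kinase that makes sphingosine-1-phosphate, was measured by 3 probes. The brightest was at a log2 level of 7.38 ± 1.62 (SD, n = 3) in WT and 12.12 ± 0.44 (SD, n = 3) in *p53-/-* cells. Its log2 change of 3.91 (standard error 0.897, adjusted p = 0.0112) came with a B statistic of -0.07, so it did not pass. The second probe was at 6.56 ± 0.28 in WT and 8.09 ± 0.40 in *p53-/-* cells (SD, n = 3 each) and passed, with a log2 change of 1.49 (standard error 0.278, adjusted p = 0.00391). The third, detected on 1 of 3 arrays in each genotype, did not (adjusted p = 0.773). Bcl11a, a zinc-finger transcription factor of lymphoid development, was higher in *p53-/-* cells. It was at 6.04 ± 2.14 in WT, where 1 of 3 arrays detected it, and at 11.27 ± 0.37 in *p53-/-* cells (SD, n = 3 each), a log2 change of 6.08 (standard error 1.34, adjusted p = 0.00901). Its other probe changed by 4.87 (standard error 1.11, adjusted p = 0.011) and did not pass, with a B statistic of -0.04.
The WT clones differed widely for both genes, and the plot of 8 genes at 0 h shows each clone's Bcl11a value. The call for Bcl11a was lost without the second or the third WT array (log2 changes of 4.50 and 4.70, adjusted p = 0.176 and 0.089), and without any 1 of the 9 *p53-/-* arrays (adjusted p of 0.012 to 0.0464), since its B statistic lay close to 0. It was also lost with median scaling (adjusted p = 0.0153) and with no filter on detection (adjusted p = 0.0281). The second Sphk1 probe was lost without the second WT (adjusted p = 0.0523) or the third *p53-/-* array (adjusted p = 0.0393), and with the authors' processed values (adjusted p = 0.0172). The brightest probe passed in 20 of 34 other fits that left out 1 array or changed the settings, among them those without each of the WT arrays at 0 h in turn (log2 changes of 4.88, 5.48 and 3.88). From the higher expression in *p53-/-* cells, the paper proposes that p53 normally down-regulates Sphk1 and Bcl11a.

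**Figure D1:**
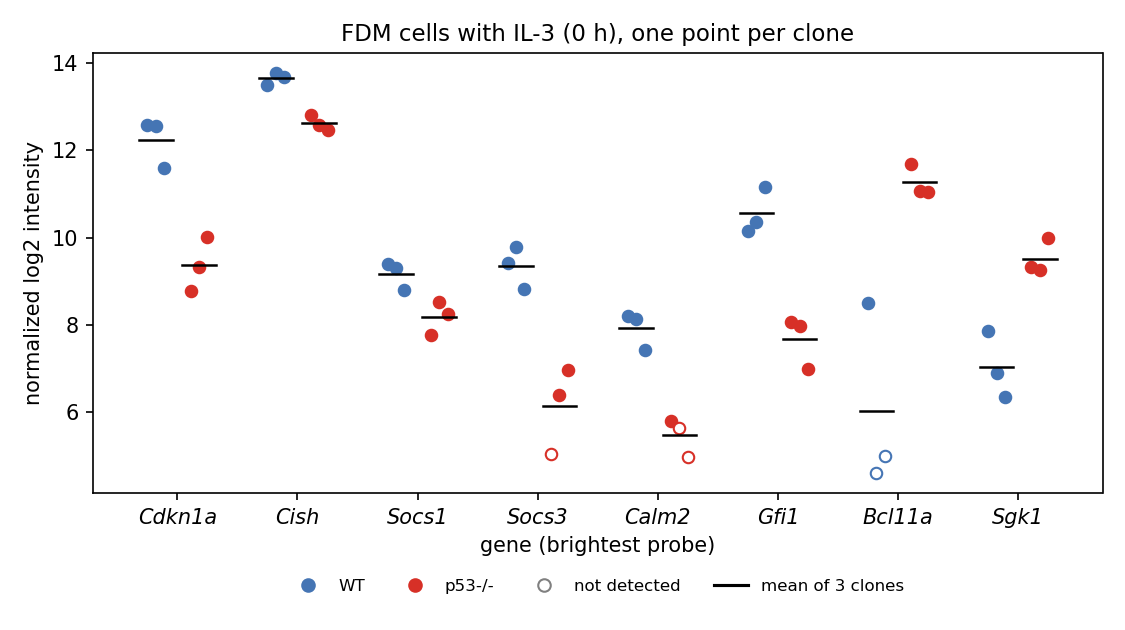
Log2 values of 8 genes in the 3 WT and 3 *p53-/-* clones growing in IL-3 (0 h), 1 point per clone, with a line at each group mean and open circles where the probe was not detected. Cdkn1a lay between 11.59 and 12.57 in WT and between 8.78 and 10.01 in *p53-/-* cells, and Bcl11a between 4.61 and 8.50 in WT and between 11.05 and 11.69 in *p53-/-* cells.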

Down-regulation of Sphk1 by p53 may be important for the apoptotic response as Sphk1 expression is associated with increased survival [27] and has been described in association with activated PI3K/AKT signaling [28], [29]. Bcl11A is a zinc-finger transcription factor, which is an essential regulator of lymphopoiesis in mice, and its elevated expression has been associated with some lymphoma patients in humans [30], [31], [32], [33]. Interestingly, Chronic Lymphocytic Leukemia samples with gains at 2p16 locus (mapping to REL and Bcl11a) are more frequent in samples which also bear 17p- (p53 loss) deletions [34], [35]. The mechanism of this correlation is unknown. In our FDM cells, although we identified an increase in Bcl11a mRNA in *p53* null samples, protein levels of Bcl11a were not consistently elevated in multiple *p53^−/−^* FDM clones compared to WT FDM clones cultured in the presence of IL-3 (Supplementary Figure S1B). Only subtle elevations of isoform 1 (84 kda) and isoform 5 (53 kda) were observed in *p53^−/−^* FDM clones.

### Pathway Analysis

A Signaling Pathway Impact Analysis (SPIA) algorithm [18], [19], [20] was performed for the pathways available in KEGG (Kyoto Encyclopedia of Genes and Genomes). SPIA uses information from a set of differentially expressed genes and their fold changes, as well as pathways topology, to assess the potential significance of a specific pathway being altered in a gene list comparison. A false discovery adjusted global p-value cut-off of 0.1 was chosen. The fifteen pathways that were differentially represented in *p53^−/−^* and WT FDM cells are listed in Figure 2A. Since the same genes may be represented in many different pathways, we were interested in which differentially expressed genes accounted for the various pathway calls (Figure 2B). A relatively small group of differentially expressed genes accounted for the many activated or inactivated pathways. For example, all isoforms of Calmodulin (Calm1, Calm2 and Calm3) were represented in 7 different pathways, and were decreased in *p53^−/−^* cells. 

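Calm2, a gene of the calcium-binding protein calmodulin, was lower in *p53-/-* cells. It was at a log2 level of 7.93 ± 0.43 (SD, n = 3) in WT and 5.48 ± 0.43 (SD, n = 3) in *p53-/-* cells, a log2 change of -2.58 (standard error 0.369, adjusted p = 0.000994). All 3 WT arrays detected it and 1 of 3 *p53-/-* arrays did. Calm2 passed under every alternative and without any single array. Calm3, which encodes the same protein and had the far brighter probe, did not pass. It was at 13.49 ± 0.08 in WT and 13.68 ± 0.29 in *p53-/-* cells (SD, n = 3 each), a log2 change of 0.20 (standard error 0.186, adjusted p = 0.538). As a list, these 2 genes, 1 lower and 0 higher (the same counts when adjusted over the list alone), did not pass (adjusted p = 0.241).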

In total, there were 73 differentially expressed genes within these fifteen pathways, with 46 upregulated in WT and 27 upregulated in *p53* null samples. MAPK1 expression is represented in all but 2 of the 15 pathways, and was upregulated in *p53^−/−^* cells. 

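In *p53-/-* cells growing in IL-3, genes of the ERK pathway went both ways. Of 19 genes listed, 3 were higher and 3 lower (4 and 5 when adjusted over the list alone), and the list did not pass (median log2 change -0.25, adjusted p = 0.561). Camera tests for a shared direction, so it does not weigh how many genes differ both ways. Among all measured genes with a known position 4.8% passed at 0 h. Araf, which encodes the A-Raf kinase, had a log2 change of 0.90 (standard error 0.148, adjusted p = 0.00192) on its brightest probe and of -0.06 (standard error 0.225, adjusted p = 0.904) on another. Rras, a Ras-related GTPase gene, had one of 1.32 (standard error 0.231, adjusted p = 0.00277), and Nras one of -0.77 (standard error 0.157, adjusted p = 0.00632). Of 23 genes of PI3K, AKT and insulin signaling, 1 was higher and 1 lower (1 and 7 when adjusted over the list alone), and the list did not pass either (median -0.38, adjusted p = 0.0684). The gene that was lower was Rictor, a component of the mTORC2 complex that phosphorylates AKT, at -0.93 (standard error 0.185, adjusted p = 0.00518). Pik3cg, the catalytic subunit of PI3K gamma, had a log2 change of -0.96 (standard error 0.293, adjusted p = 0.0422) with a B statistic of -2.25, and did not pass. Its other probes, at -1.49 (standard error 0.344, adjusted p = 0.0117) and -0.49 (standard error 0.235, adjusted p = 0.188), did not pass either.
Without the second WT array at 0 h, Araf (adjusted p = 0.0536), Rras (adjusted p = 0.0794), Nras (adjusted p = 0.0526) and Rictor (adjusted p = 0.0847) did not pass. Each of the last 3 was also lost without some of the other arrays at 0 h. These were the first WT and second *p53-/-* arrays for Rras (adjusted p = 0.0222 and 0.0207), the first WT and each *p53-/-* array for Nras (adjusted p of 0.0199 to 0.0413), and the first WT, the third WT and the third *p53-/-* array for Rictor (adjusted p = 0.0198, 0.0236 and 0.0533). With only the arrays compared in the fit all 4 genes were lost (adjusted p = 0.0355, 0.036, 0.0551 and 0.0332), and Rictor also with median scaling (adjusted p = 0.0168).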

The Insulin signaling pathway and MAPK signaling pathways were identified as pathways which are selectively activated in *p53^−/−^* FDM cells suggesting these are normally down-modulated by p53 (Figure 2B). The genes included in these pathways are also known to be involved in cytokine signal transduction such as IL-3 signaling and includes PIK3 gamma (PIK3CG), SOCS1 and 3, MAPK1 and a-Raf. Activation of these pathways in *p53^−/−^* FDM cells is consistent with a de-regulated signal transduction environment and raises the possibility that *p53^−/−^* cells are intrinsically more responsive to IL-3 and other cytokines.

**Figure 2:**
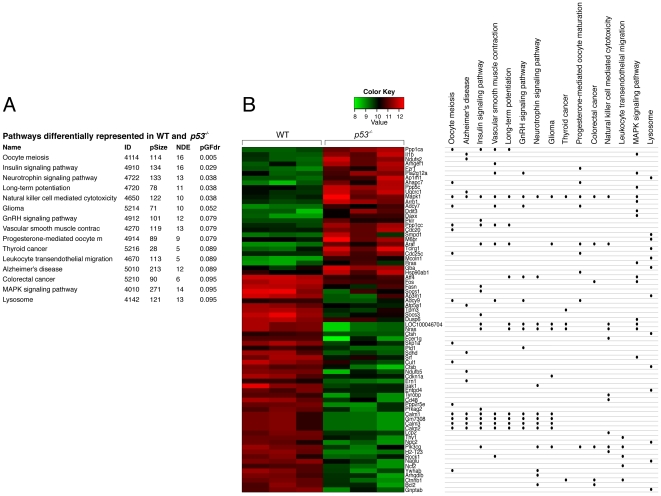
Pathway analysis of WT and *p53^−/−^* samples cultured in the presence of cytokine. (A) List of activated and inactivated pathways identified by a Signaling Pathway Impact Analysis (SPIA) of array results from WT and *p53^−/−^* samples. The ID is the KEGG ID, pSize indicates the number of genes in the KEGG pathway, NDE is the number of differentially expressed genes found within the pathway and pGFdr is the False Discovery pathways (FDR<0.1). Significant pathways are shown. (B) The differentially expressed genes that account for the significant SPIA pathways (from Figure 2A) are depicted by the heatmap. To the right of the heatmap, the dots indicate the pathways to which each gene contributes and whether a gene is represented by several of the pathways.

### p53-dependent gene family enrichment in FDM samples

Gene Set Enrichment Analysis (GSEA) was done to compare families of genes whose expression most differed between WT and *p53^−/−^* FDM cells. The analysis was performed on the listed gene families in Figure 3A [36], [37], [38], [39], [40], [41]. 

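Gene families were compared at 0 h by a mean-rank test on the size of the moderated t statistic, with lists of common members of each family, since the lists behind Figure 3A were not used here. By the median absolute t, tumor suppressors stood highest. Of 53 genes, 5 were lower in *p53-/-* cells and 0 higher, the median absolute t was 2.11 against 1.29 over all genes, and the adjusted p was 0.00178. Sdhd, a subunit of succinate dehydrogenase, was among them, with a log2 change of -2.12 (standard error 0.317, adjusted p = 0.00117). Of 200 protein kinases, 9 were higher and 6 lower (median absolute t 1.64, adjusted p = 0.00112). Csnk1e, casein kinase 1 epsilon, had a log2 change of -1.19 (standard error 0.187, adjusted p = 0.00154). Of 186 transcription factors, 8 were higher and 13 lower (median absolute t 1.49, adjusted p = 0.0224). Lmo4, a LIM-domain cofactor, had a log2 change of -1.91 (standard error 0.249, adjusted p = 0.000535) and Kat5, an acetyltransferase that acts with transcription factors, one of 1.23 (standard error 0.179, adjusted p = 0.00108). Of 50 oncogenes, 1 was higher and 5 lower (median absolute t 1.69, adjusted p = 0.0224). Families of 16 HOX genes and 43 cytokines and chemokines did not pass (adjusted p = 0.899 and 0.66).
When adjusted over each list alone, 16 tumor suppressors were higher and 11 lower, 30 kinases higher and 40 lower, 22 transcription factors higher and 39 lower, 6 oncogenes higher and 14 lower, 0 HOX genes in either direction, and 1 cytokine or chemokine gene higher and 5 lower. The mean-rank test takes genes as independent. Camera on the signed statistic called only the transcription factors (adjusted p = 0.0489, and adjusted p = 0.387 with an estimated correlation), a call lost without each of 7 arrays (highest adjusted p = 0.207). Ranked by residual standard deviation, the statistic the methods name, only the cytokines and chemokines passed (adjusted p = 6.84e-08). That statistic measures the spread within groups and not a difference between genotypes. Oncogenes did not pass with no array weights (adjusted p = 0.399), with the mean of all probes of a gene (adjusted p = 0.184), or without the first WT (adjusted p = 0.155) or the third *p53-/-* array (adjusted p = 0.122). Oncogenes and transcription factors both failed without the second WT (adjusted p = 0.646 and 0.181), the third WT (adjusted p = 0.0746 each) and the second *p53-/-* array (adjusted p = 0.245 each). Sdhd did not pass with no array weights (adjusted p = 0.0487).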

The results indicated that the gene families most different between WT to *p53^−/−^* FDM samples were the tumor suppressors, kinases and transcription factors. The logFC changes of each of individual differentially expressed kinases are shown in Figure 3B. SGK1 (serum/glucocorticoid kinase 1), and RIPK3 were expressed at approximately a 1.5 fold higher level in *p53^−/−^* cells, suggesting p53 functions to regulate the expression of these kinases under physiological conditions. However, RIPK3 protein levels in p53 null lysates were higher than seen in WT cells in 2 of 4 cell lines (Supplemental Figure S1A). 

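Sgk1, a kinase related to AKT, was higher in *p53-/-* cells growing in IL-3. It was at a log2 level of 7.03 ± 0.77 (SD, n = 3) in WT and 9.52 ± 0.41 (SD, n = 3) in *p53-/-* cells, a 6.02-fold difference (log2 change 2.59, standard error 0.455, adjusted p = 0.00283). Its other probe, detected on 1 of 3 WT arrays, rose by 2.94 on the log2 scale (standard error 0.298, adjusted p = 8.83e-05), and passed under every alternative and without any single array. Ripk3, a kinase of necroptosis, was at 9.16 ± 0.44 in WT and 10.75 ± 0.23 in *p53-/-* cells (SD, n = 3 each), a 3.64-fold difference (log2 change 1.86, standard error 0.357, adjusted p = 0.00441). Of the kinases Figure 3B shows as higher in *p53-/-* cells, 10 of 12 measured were higher here and 9 passed. Of those it shows as higher in WT cells, 10 of 11 measured were lower in *p53-/-* cells and 4 passed (7 on any probe). These kinases were chosen by the study on the same arrays and are not independent evidence.
The brighter Sgk1 probe did not pass without the second WT (adjusted p = 0.0605), the third WT (adjusted p = 0.0236) or the third *p53-/-* array (adjusted p = 0.0269). Ripk3 did not pass without the first or second WT array (adjusted p = 0.0251 and 0.109) or the first or second *p53-/-* array (adjusted p = 0.0298 and 0.018).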

SGK1 is a serine-threonine kinase related to AKT/PKB involved in transducing cytokine-dependent survival signals [42] and like Sphk1 its down-regulation may be important for an apoptotic response. In contrast, RIPK3 is a kinase involved in necroptosis activated by TNF Receptor Family signaling.

**Figure 3:**
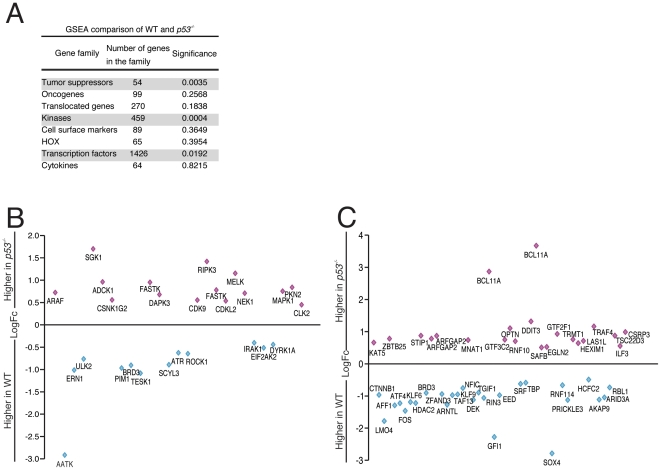
Gene set enrichment analysis of WT and *p53^−/−^* expression array data. (A) Gene Set Enrichment Analysis (GSEA) of the WT and *p53^−/−^* gene lists at the various time points. GSEA was conducted using all genes that were considered expressed in the array, based on their detection p-value. A p-value of less than 0.05 was considered significant. (B) (C) Each diamond represents an individual probe for significantly differentially expressed kinases (B) or transcription factors (C) in WT and *p53^−/−^* FDM cells cultured in IL-3.

As mentioned above, Bcl11a was significantly upregulated in *p53^−/−^* samples. In WT samples, the lineage-specific transcription factor GFI1 was expressed at approximately 2-fold greater levels relative to *p53^−/−^* cells suggesting that p53 levels may contribute lineage choices. 

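Gfi1, a zinc-finger repressor needed for neutrophil development, was 6.95-fold lower in *p53-/-* cells growing in IL-3. It was at a log2 level of 10.56 ± 0.53 (SD, n = 3) in WT and 7.68 ± 0.60 (SD, n = 3) in *p53-/-* cells, a log2 change of -2.80 (standard error 0.429, adjusted p = 0.00141). Gfi1 passed under every alternative and without any single array. Of 17 measured transcription factors that Figure 3C shows as higher in *p53-/-* cells, 16 were higher here and 10 passed (12 on any probe), with a median log2 change of 0.95. Of 24 measured that it shows as higher in WT cells, 21 were lower in *p53-/-* cells and 13 passed (15 on any probe), with a median of -1.10. The study picked these factors on the same arrays, so the tally is not independent evidence of direction. Among 19 genes of the neutrophil lineage, to which Gfi1 belongs, 0 were higher and 1, Gfi1 itself, was lower (2 higher and 3 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.26). The WT clones differed among themselves in this list. Relative to the mean of all clones at 0 h, its median was -0.38, -0.26 and 1.65 in the WT clones. In the *p53-/-* clones it was -0.49, -0.34 and -0.67.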

GFI1 may repress hematopoietic colony formation and Bcl11A over-expression is associated with proliferative signals and some AML subtypes [43], [44]. Together, these data suggest that a combination of an activated intracellular signaling environment, combined with the expression of transcription factors which favor clonogenic proliferation, contribute to the survival and proliferative advantages observed in *p53^−/−^* cells.

### FDM transcriptional response to cytokine withdrawal

We also extended the analysis of changes in gene expression in WT and *p53^−/−^* FDM cells after IL-3 deprivation beyond the analysis of Bcl-2 family members we have previously published [12]. 

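After 6 h without IL-3, WT cells had 818 probes at lower and 549 at higher levels than at 0 h, for 568 and 366 named genes. In *p53-/-* cells 211 probes were lower and 152 higher, for 162 and 90 named genes. Serpina3f, a serine protease inhibitor gene, was at least 12.6-fold lower in WT (adjusted p = 1.87e-08) and at least 23.6-fold lower in *p53-/-* cells (adjusted p = 1.65e-06), undetected at 6 h on the 3 arrays of each genotype. Dctd, which encodes an enzyme of thymidine nucleotide synthesis, fell by 3.57 on the log2 scale in WT cells (standard error 0.25, adjusted p = 4.2e-07). Clk1, a kinase that regulates splicing, rose by 2.12 (standard error 0.136, adjusted p = 2.18e-07) and the muscle protein gene Ky by 2.71 (standard error 0.404, adjusted p = 0.000324). Cd69, an early activation antigen of leukocytes, had a log2 change of -4.39 in *p53-/-* cells (standard error 0.384, adjusted p = 2.55e-05) on its brightest probe. From 6 h to 18 h, 1060 probes fell and 658 rose in WT cells, and 219 fell and 95 rose in *p53-/-* cells. The counts do not compare the genotypes at equal power. In simulated data 60 of 100 probes shifted by 1 on the log2 scale were recovered in each of these WT comparisons. In *p53-/-* cells 40 of 100 were recovered at 6 h and 39 of 100 from 6 h to 18 h.
Same-numbered arrays of a genotype come from 1 clone and deviated together, and a fit with clone as a block passed 1449 probes at 6 h and 744 from 6 h to 18 h in *p53-/-* cells. It passed 1903 and 2560 in WT cells, less than 1.5 times the counts without it. Single arrays moved these counts. The WT count at 6 h was 346, 755 and 762 without the second, the first and the third 0 h array and 693 without the second 6 h array. The WT count from 6 h to 18 h was 453 and 770 without the second and first 18 h array, and 1068 and 1085 without the second and first 6 h array. In *p53-/-* cells the count at 6 h was 119 and 154 without the first and second 6 h array and 166 and 190 without the first and the third 0 h array. The *p53-/-* count from 6 h to 18 h was 0 in limma without the first or the second 18 h array, against 3165 probes at an unadjusted p under 0.05 with all arrays, and 136 and 164 without the first and second 6 h array.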

We used a linear model to determine which genes were differentially expressed in WT or *p53^−/−^* at 0 h compared to 6 h and 6 h compared to 18 h post cytokine withdrawal (with the resulting t-statistics classifying genes as either up, down or not significant).

The pathways most affected by 6 h of IL-3 withdrawal were identified by SPIA KEGG analysis (Figure 4A and B). 

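Genes that IL-3 drives through JAK and STAT fell in WT cells after 6 h without it. Of 28 listed genes, 13 fell and 0 rose (21 fell and 1 rose when adjusted over the list alone), with a median log2 change of -1.06 (adjusted p = 2.53e-14, and adjusted p = 5.24e-05 with an estimated correlation). The list was written with the paper in view and holds genes that Figure 4A shows as lower, Cish and Myc among them. Its result in WT cells is therefore not independent of the study's choice of genes. Cish fell from a log2 level of 13.65 at 0 h to 11.5 ± 0.10 (SD, n = 3) at 6 h, a change of -2.21 (standard error 0.113, adjusted p = 1.93e-08). The proto-oncogene Myc fell by 4.23 (standard error 0.292, adjusted p = 4.05e-07), the survival kinase gene Pim2 by 2.0 (standard error 0.146, adjusted p = 5.76e-07) and the cytokine gene Lif by 3.52 (standard error 0.324, adjusted p = 6.11e-06). Socs3 fell too, by 3.34 (standard error 0.422, adjusted p = 8.12e-05), and Bcl2, which inhibits apoptosis, by 1.57 (standard error 0.218, adjusted p = 0.000174). The 23 genes of PI3K, AKT and insulin signaling did not pass as a list (2 rose, 0 fell, 8 and 6 when adjusted over the list alone, adjusted p = 0.733). Rptor, which encodes the mTORC1 component Raptor, rose by 0.86 (standard error 0.131, adjusted p = 0.000392). The 31 target genes of p53 did not pass either (2 rose and 1 fell, 6 and 6 when adjusted over the list alone, adjusted p = 0.972). Trp53inp1 rose by 1.21 (standard error 0.154, adjusted p = 8.66e-05), the apoptosis nuclease gene Aen fell by 1.71 (standard error 0.211, adjusted p = 6.68e-05), and Cdkn1a had a change of -0.56 (standard error 0.387, adjusted p = 0.376). With clone as a block, 17 JAK-STAT genes fell, 2 insulin genes rose and 3 fell, and 3 p53 targets rose and 4 fell.
Of the genes Figure 4A shows as higher at 6 h, all 11 measured were higher here and 8 passed (9 on any probe), with a median log2 change of 0.79. Of those it shows as lower, all 18 measured were lower and 12 passed (15 on any probe), with a median of -1.44. These genes were chosen by the study on the same arrays and are not independent evidence. Bcl2 did not pass without the second WT array at 0 h (adjusted p = 0.0349), nor did Rptor without the first or second (adjusted p = 0.0145 and 0.046), with no array weights (adjusted p = 0.0561) or with only the arrays compared (adjusted p = 0.0141).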

As anticipated, the JAK/STAT, Insulin and p53 signaling pathways were the top 3 pathways identified by SPIA to be responding to IL-3 withdrawal. This type of analysis is not a definitive indication of signaling kinase pathway activation, since the activity of such pathways is dictated by events other than just gene transcription. However, it is interesting that p53-dependent pathways were identified as inactivated in this analysis, indicating p53-dependent transcription contributes to the normal response to IL-3 signaling, as well as the apoptotic response to IL-3 deprivation.

**Figure 4:**
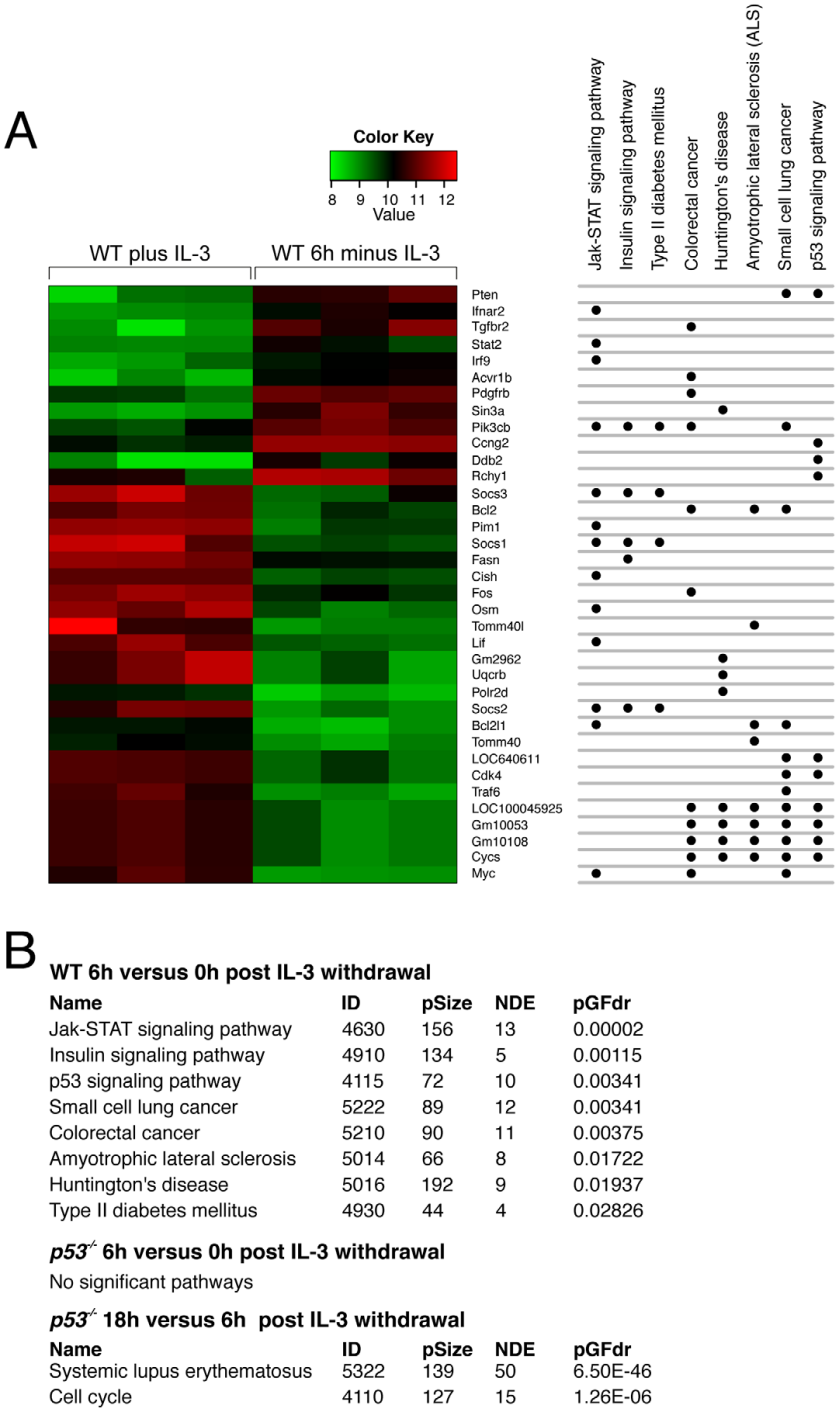
Differential pathway expression in WT samples after IL-3 loss. (A) Three independent WT and *p53^−/−^* FDM cell lines were culture with or without IL-3 for 6 h. RNA was extracted and expression array was performed as in Figure 1A. The heat map shows significant changes in expression after IL-3 deprivation in WT cells and dots indicate the various SPIA pathways these represent. 31 differentially expressed genes were active in these pathways, with 24 being highly expressed at time zero and 12 highly expressed at 6 h IL-3 withdrawal. Significant pathways are shown (FDR<0.1). (B) Comparison of SPIA of array results from WT and *p53^−/−^* samples after IL-3 withdrawal. The ID is the KEGG ID, pSize indicates the number of genes in the KEGG pathway, NDE is the number of differentially expressed genes found within the pathway and pGFdr is the False Discovery pathways (FDR<0.1). Significant pathways are shown.

In contrast, the transcriptional differences observed *p53^−/−^* FDM samples assayed after 6 h of IL-3 deprivation did not cluster in the same SPIA pathways as WT cells (Figure 4B). 

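In *p53-/-* cells the JAK-STAT and IL-3 response genes fell after 6 h without IL-3 as well. Of 28 genes, 11 fell and 0 rose (18 fell and 0 rose when adjusted over the list alone, and 16 fell with clone as a block), with a median log2 change of -1.11 (adjusted p = 5.21e-14, and adjusted p = 5.26e-05 with an estimated correlation). Cish had a log2 change of -2.01 (standard error 0.168, adjusted p = 1.82e-05) and Myc one of -3.30 (standard error 0.432, adjusted p = 0.00088). The immediate early gene Fos was at least 8.47-fold lower (adjusted p = 9.13e-05) and Lif at least 10.7-fold lower (adjusted p = 0.000476). Socs1 did not pass, with a log2 change of -0.23 (standard error 0.211, adjusted p = 0.647). Socs3, detected on 2 of 3 *p53-/-* arrays at 0 h and on none of 3 at 6 h, had a change of at least 1.45-fold and did not pass either (adjusted p = 0.304). In both genotypes 10 of the 28 genes fell, and across the genes the log2 changes of WT and *p53-/-* cells correlated with r = 0.797, where genes are not independent replicates. Insulin signaling genes (0 rose and 1 fell, 7 and 3 when adjusted over the list alone, adjusted p = 0.326) and p53 target genes (0 rose and 1 fell, 4 and 4 when adjusted over the list alone, adjusted p = 0.523) did not pass in *p53-/-* cells. With clone as a block 2 insulin signaling genes rose and 3 fell, and 0 p53 targets rose and 2 fell. Of the genes of Figure 4A, all 11 that were higher in WT cells were also higher in *p53-/-* cells (median log2 change 0.29) and 16 of the 18 lower ones were lower (median -1.21), and 0 and 7 of them passed in *p53-/-* cells, where limma found 3882 probes at an unadjusted p under 0.05.
The difference between the genotypes in the change from 0 h to 6 h was tested directly. In limma 3 probes passed, 1912 were at an unadjusted p under 0.05, and 350 passed with clone as a block. The only named gene of the 3 was Sgms1, sphingomyelin synthase 1, at -1.69 (standard error 0.22, adjusted p = 0.0214). None of the Figure 4A genes was among them, which says little where only 3 probes passed, and they were not tallied with clone as a block. The JAK-STAT list did not differ between genotypes (median difference -0.03, adjusted p = 0.995, with 0 genes passing and 1 higher and 2 lower when adjusted over the list alone), nor did p53 targets (adjusted p = 0.956, with 2 genes higher and 1 lower with clone as a block) or insulin signaling genes (adjusted p = 0.957). A p that misses the threshold does not show that the responses were equal. With the preset correlation the change was more positive in *p53-/-* cells for 48 histone genes (adjusted p = 8.32e-11) and for 35 genes of ribosome biogenesis and MYC targets (adjusted p = 2.05e-06), with 0 genes passing in either direction over all genes or when adjusted over the list alone and 2 and 6 higher with clone as a block, and neither list passed with an estimated correlation (adjusted p = 0.982 for each) or with the directional (adjusted p = 0.466 and 0.569) or mixed test of fry (adjusted p = 0.228 and 0.301), though both passed the directional test with clone as a block (adjusted p = 0.0445 and 0.000571). The call for Sgms1 was lost without the second or the third WT array at 0 h (adjusted p = 0.252 and 0.214), the first *p53-/-* array at 0 h (adjusted p = 0.179) or the first or second *p53-/-* array at 6 h (adjusted p = 0.384 and 0.222), and with cyclic loess (adjusted p = 0.133), median scaling (adjusted p = 0.211), no array weights (adjusted p = 0.182) or only the arrays compared (adjusted p = 0.167). From the pathways it found in WT cells, among them an inactivated p53 pathway, and while noting that such an analysis is no definitive sign of signaling activity, the paper proposes that p53-dependent transcription contributes to the normal response to IL-3 and to the apoptotic response to its removal.

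**Figure D2:**
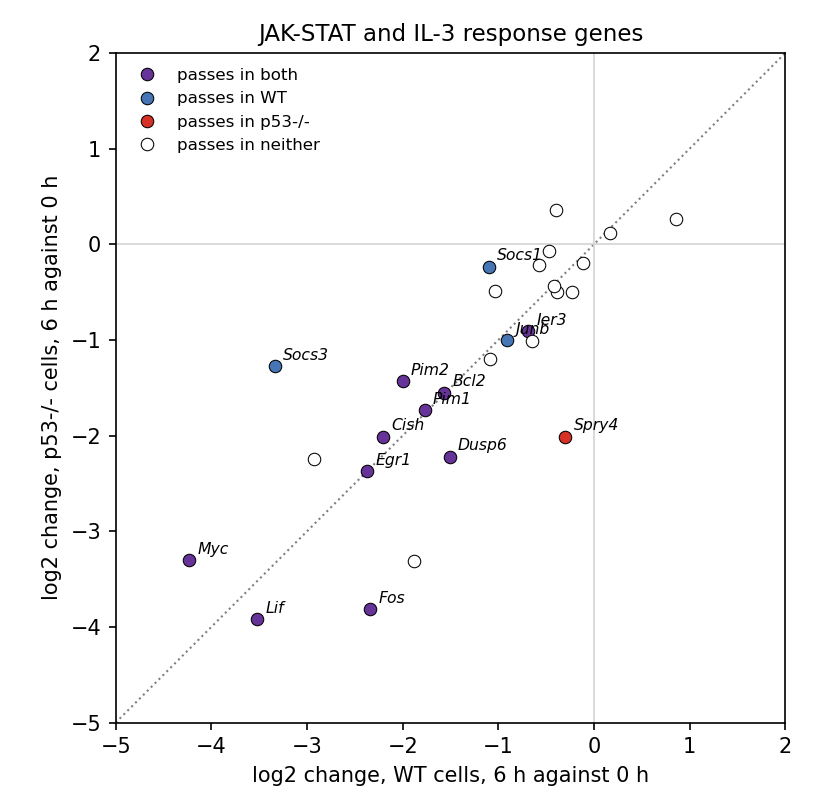
Log2 change from 0 h to 6 h without IL-3 of the 28 measured JAK-STAT and IL-3 response genes, in WT cells on the horizontal axis and *p53-/-* cells on the vertical axis, 1 point per gene colored by where it passes, with the line of equal change. Most genes lie below 0 on both axes, Cish at -2.21 and -2.01.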

By 18 h, only two KEGG pathways in the *p53* null cell lines were activated (Figure 4 and Supplementary Figure S2).

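From 6 h to 18 h without IL-3, genes of the cell cycle fell in both genotypes. In WT cells 31 of 48 replication-dependent histone genes fell (median log2 change -1.58, adjusted p = 1.45e-23, and adjusted p = 0.184 with an estimated correlation), 28 of 36 genes of DNA replication (median -1.77, adjusted p = 7.18e-29, and adjusted p = 0.13 with an estimated correlation) and 26 of 38 of G2 and mitosis (median -1.39, adjusted p = 4.62e-23, and adjusted p = 0.178 with an estimated correlation). None of them rose. Adjusted over each list alone, 41, 34 and 34 fell and 1, 1 and 0 rose. Uhrf1, which maintains DNA methylation behind the replication fork, fell by 3.39 (standard error 0.216, adjusted p = 1.99e-07), the thymidine kinase gene Tk1 by 3.05 (standard error 0.18, adjusted p = 1.12e-07) and the spindle factor gene Tpx2 by 2.58 (standard error 0.179, adjusted p = 4.91e-07). In *p53-/-* cells 15 histone genes fell (median -0.94, adjusted p = 1.41e-18, and adjusted p = 0.249 with an estimated correlation), 14 replication genes (median -1.02, adjusted p = 5.4e-28, and adjusted p = 0.144 with an estimated correlation) and 4 mitosis genes (median -0.76, adjusted p = 4.74e-18, and adjusted p = 0.231 with an estimated correlation), with 32, 31 and 28 falling when adjusted over each list alone. With clone as a block 25, 19 and 6 fell. Mcm5, a subunit of the replicative helicase, had a log2 change of -1.38 there (standard error 0.218, adjusted p = 0.0068), Uhrf1 one of -1.55 (standard error 0.261, adjusted p = 0.00753) and Tk1 one of -1.32 (standard error 0.219, adjusted p = 0.0073).
The difference between the genotypes in this fall passed only under some of the settings. For the difference between *p53-/-* and WT cells in the change from 6 h to 18 h, 187 probes were higher and 84 lower (677 probes passed with clone as a block). It was positive for histone genes (median 0.62, adjusted p = 4.32e-06, 1 gene higher), replication genes (median 0.78, adjusted p = 1.76e-08, 3 higher) and mitosis genes (median 0.66, adjusted p = 3.68e-06, 2 higher), with 4, 17 and 16 higher when adjusted over each list alone and 0 lower in any list. With clone as a block 6 replication and 4 mitosis genes were higher. None of the 3 lists passed with an estimated correlation (adjusted p = 0.947, 0.926 and 0.947) or with the directional test of fry (adjusted p = 0.208, 0.0967 and 0.208), nor histone genes with its mixed test (adjusted p = 0.0626). Tk1 differed by 1.73 (standard error 0.283, adjusted p = 0.0161). The number of probes and the call for Tk1 rested on single arrays. With camera at the preset correlation the 3 lists still passed without each array (highest adjusted p = 0.00154, 1.54e-05 and 0.00604). Every other split of the clones also gave the replication list a camera p of 0.00303 or lower, so passing without an array says little. The count of 271 was 0 without the first or the second *p53-/-* array at 18 h, 15 without the second and 126 without the first *p53-/-* array at 6 h, 8 and 133 without the second and first WT array at 18 h, and 169 without the second WT array at 6 h. It was 1 with no array weights. Tk1 was lost without the first or second *p53-/-* array at 18 h (adjusted p = 1 and 0.781), the second *p53-/-* array at 6 h (adjusted p = 0.103) or the second WT array at 18 h (adjusted p = 0.144), and with no array weights (adjusted p = 0.276). In *p53-/-* cells Mcm5, Uhrf1 and Tk1 did not pass without the first (adjusted p = 0.796, 0.746 and 0.82) or second (adjusted p = 0.954, 0.564 and 0.99) 18 h array, nor did Mcm5 and Tk1 with no array weights (adjusted p = 0.1 and 0.0928), while the 3 lists still passed without each array.

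**Figure D3:**
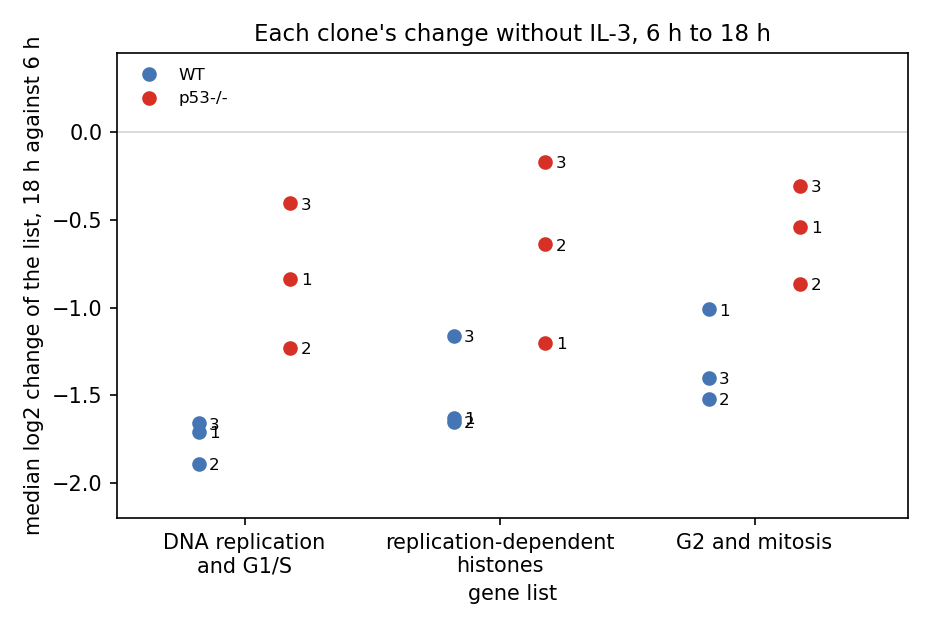
Median log2 change from 6 h to 18 h without IL-3 over the genes of each of 3 lists, 1 point per clone, for 3 WT and 3 *p53-/-* clones. For replication genes the WT clones lie at -1.71, -1.89 and -1.66 and the *p53-/-* clones at -0.84, -1.23 and -0.41, and for histone genes the clones of the genotypes overlap. The points are not weighted, and the *p53-/-* point nearest 0 in each list is the third clone, whose 18 h array has the lowest weight.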

### Increased sensitivity of *p53^−/−^* FDM cells to IL-3

We wanted to determine if the altered pathway activation or inhibition revealed by gene expression profiling translated into detectable differences in cellular responses to IL-3 signaling. One prediction was that *p53^−/−^* cells would initiate IL-3 receptor signaling at lower concentrations of IL-3 than WT cells. To test this, we compared the viability of WT and *p53^−/−^* FDM cells in decreasing concentrations of IL-3 ligand in both viability and clonogenic assays (Figure 5A and 5B). At all except the highest concentrations of IL-3 used, more *p53^−/−^* FDM cells were viable than WT cells (Figure 5A). After WT or *p53^−/−^* FDM cells were cultured in limiting IL-3 doses for three days they were plated in soft agar containing abundant IL-3 (Figure 5B). In this clonogenic assay, *p53^−/−^* cells were able to form more colonies than WT cells at limiting IL-3 concentrations. This suggests that IL-3 can transduce survival signals in *p53*-deleted cells at many fold lower concentrations that in WT cells.

**Figure 5:**
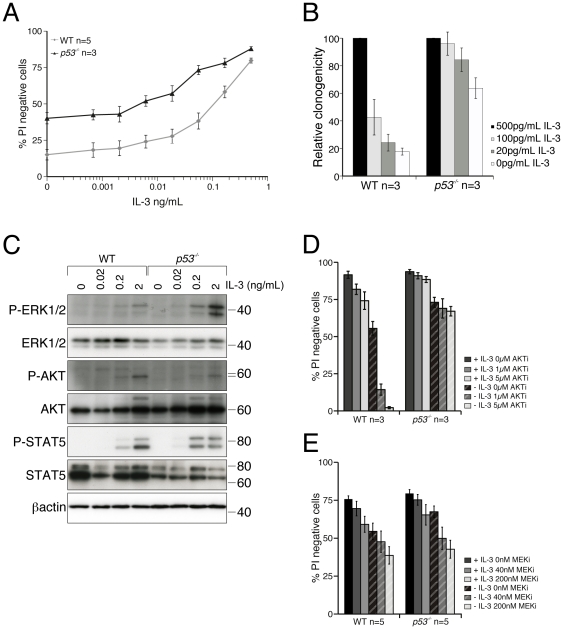
Analysis of the IL-3 signaling pathway in WT and *p53^−/−^* FDM cells. (A) Independently generated WT and *p53^−/−^* FDM cell lines (n = number of cell lines) were cultured in the indicated concentrations of IL-3 for 72 hours. Viability was determined using Propidium iodide (PI) exclusion detected by flow cytometry. Results show the mean +/− SEM of 3 independent experiments. (B) WT and *p53^−/−^* independent FDM cell lines (n = number of cell lines) were cultured in the indicated concentrations of IL-3 doses for 72 hours and then plated in soft agar with abundant IL-3. The number of colonies was counted after 14 days and the clonogenicity (relative to the number of colonies generated in 500 pg/ml IL-3) calculated. Results show the mean +/− SEM of 2 independent experiments. (C) Lysates were generated from WT pr *p53^−/−^* FDM cells following stimulation with the indicated concentrations of IL-3 after 16 hours of IL-3 deprivation. Lysates were resolved by SDS-PAGE and immunoblotted with antibodies specific to the indicated proteins. (D) Independent WT and *p53^−/−^* FDM cell lines (n = number of cell lines) were treated for 24 h with an AKT inhibitor (AKTi) in the presence or absence of IL-3. Viability was determined by flow cytometric analysis of PI exclusion. Results show the mean +/− SEM of 2 independent experiments. (E) Independent WT and *p53^−/−^* FDM cell lines (n = number of cell lines) were treated for 24 h with a MEK inhibitor (MEKi) in the presence or absence of IL-3. Viability was determined by flow cytometric analysis of PI exclusion. Results show the mean +/− SEM of 4 independent experiments.

To determine if differential activation of cytokine signaling pathways was occurring in *p53^−/−^* FDM cells after IL-3 stimulation, lysates from cells stimulated with various concentrations of IL-3 after a period of IL-3 deprivation were probed with antibodies to detect activation of the signaling kinases AKT, ERK and STAT5 (Figure 5C). The most consistent difference observed was that ERK1/2 phosphorylation occurred in response to lower concentrations of IL-3 in *p53^−/−^* FDM cells (see also Supplementary Figure S3). This was consistent with the array data showing higher ERK2 (MAPK1) mRNA levels of in *p53^−/−^* FDM cells and pathway analysis which suggested activation of the MAPK pathway. There were no differences in total ERK1/2 levels between WT and *p53^−/−^* cells (Figure 5C). This data indicates that loss of *p53* resulted in higher levels of phosphorylated ERK1/2 and ERK1/2 activation occurred in response to lower IL-3 ligand concentrations. As transient activation of the ERK/MAPK pathway can have profound effects on cellular response compared to prolonged activation [45], loss of *p53* may sensitize cells to transient activation of this pathway leading to a substantial increase in cell survival compared to WT cells.

AKT activation, as indicated by phosphorylation of serine 473 after IL-3 stimulation, was comparable between WT and *p53^−/−^* cells, or even slightly blunted in *p53^−/−^* cells (Figure 5C). This suggested the possibility ERK activation was relatively more important in *p53^−/−^* cells than in WT cells. We treated WT and *p53^−/−^* FDM cells, cultured in the presence or absence of IL-3, with increasing concentrations of an AKT or a MEK inhibitor to determine whether *p53^−/−^* and WT cells had altered susceptibility to apoptosis induced by these drugs. In response to the AKT inhibitor, WT cells showed a dose-dependent decrease in viability in the presence of IL-3, which was exacerbated by IL-3 deprivation. Intriguingly, *p53^−/−^* cells were highly resistant to cell death induced by AKT inhibition, in the presence or absence of IL-3. The withdrawal of IL-3 resulted in the death of approximately 15% of *p53^−/−^* FDM cells, but this was not significantly increased by AKT inhibition (Figure 5C). In contrast, the reduction of *p53^−/−^* FDM cell viability was similar to the response of WT cells (Figure 5D). To determine whether AKT inhibition also affected ERK1/2 phosphorylation, or if MEK inhibition affected AKT phosphorylation, we probed western blots of lysates from cells treated with either inhibitor for phosphorylated AKT or ERK1/2 (Supplemental Figure S4). There was no evidence to indicate that AKT inhibitor had an impact on ERK1/2 phosphorylation or the reverse. AKT inhibition caused an increase in Puma expression in WT but not *p53* null cells. Puma is normally upregulated in response to IL-3 deprivation [12]. It is not surprising therefore that inhibition of AKT results in Puma upregulation. This suggests that in this model there no crosstalk between these two pathways. Taken together, these results suggest that IL-3 dependent FDM cells lacking *p53* no longer require AKT signaling to maintain viability, but are, in part at least, dependent on ERK1/2 signaling. This suggests further that regulation of AKT activation in response to IL-3 receptor signaling is p53-dependent.

## Discussion

Although loss of function mutations or deletions affecting p53 is frequent in many tumors, it is relatively rare in *de novo* AML [46] and strongly associated with poorer prognosis. One possible explanation is that p53-dependent proapoptotic proteins such as Puma are important predictors of the responsiveness of many cancer types, including myeloid malignancies, to chemotherapeutic drugs [47]. However, it is also the case that hematopoietic progenitor cells lacking *p53* have a greater capacity for clonal proliferation in the absence of any apoptotic stimuli [12]. Our data demonstrates that deletion of *p53* results in substantial differences in mRNA expression profiles in cells under normal culture conditions, and that the cell biological correlates of these expression differences manifest as enhanced survival in limiting doses of IL-3 and an amplified signaling response to IL-3 stimulation. This altered response to growth factor signaling may contribute to tumorigenesis and altered responses to treatment observed in the absence of p53.

In this study we did not focus on p53-dependent regulation of apoptosis. We, and others, have shown that p53-dependent upregulation of Puma and Noxa is essential for normal apoptosis in response to p53-dependent death stimuli [3], [4], [6], [23], [48]. At the same time, it has been elegantly demonstrated that the failure of cells to undergo apoptosis does not account for all of the oncogenic effects of loss of p53 function [8]. Indeed, in T-cell lymphoma induced by irradiation, p53-dependent apoptosis was required for tumor development, by removing cells and creating a niche in which malignant cells could proliferate [10], [11].

We sought to determine how *p53* null myeloid cells differed from their WT counterparts in the absence of an apoptotic stimulus, and how such differences might contribute to the oncogenic effects of p53 deletion. Expression levels of intracellular kinases such as MAPK and secondary messenger molecules such as the calmodulins suggested that *p53^−/−^* hematopoietic cells have activated signal transduction pathways compared to WT cells. However, expression levels alone do not prove the activation of such pathways, nor whether there is any measurable effect on cell behavior. Strikingly, ERK1/2 was more rapidly phosphorylated at lower IL-3 concentrations in cells without p53. This is an indication that MAPK signaling pathways are more readily activated in *p53^−/−^* cells. It seems probable that a number of factors, other than the expression levels of kinases, contribute to this phenomenon. For example, *p53^−/−^* cells also expressed lower levels of SOCS mRNA and higher levels of RIPK3 which may contribute to cytokine receptor signaling. It is important to note that these mRNA levels did not necessarily correlate with consistent differences in protein expression, emphasizing the importance of validating expression array experiments at a pathway level as well as validating individual proteins. Further, it is also apparent that variations in mRNA expression levels between WT and *p53^−/−^* cells do not necessarily reflect differences in p53 response genes. It is likely that many of the observed differences arise because of adaptation to the lack of p53, triggered by deregulation of a smaller number of direct p53 response genes.

Activation of PI3K and AKT is part of the IL-3 receptor signaling pathways which regulate cell viability in response to IL-3 signaling [49]. Our pathway analyses indicated that PI3K expression levels were lower in *p53^−/−^* FDM cells than WT cells. When we looked for AKT activation in response to IL-3 stimulation, we observed that AKT was phosphorylated in *p53* null cells similarly to WT cells. However, the resistance of *p53^−/−^* FDM cells to apoptosis induced by AKT inhibition suggests that AKT activation is not required for IL-3 survival signaling in *p53^−/−^* cells. AKT activation and p53 regulation are linked by experimental evidence showing the E3 ubiquitin ligase which regulates p53 stability, MDM2, is itself a substrate of AKT [50]. When cytokine receptor activation results in PI3K/AKT activation, MDM2 is phosphorylated and stabilized, resulting in p53 poly-ubiquitination and proteasomal degradation. Our data, and that of others, suggests that the anti-apoptotic functions of AKT, particularly in the context of IL-3 deprivation or deprivation of metabolic substrates such as glucose, depend critically on p53. In the absence of p53, this pathway becomes redundant. Thus, we conclude that p53 plays an important role in the regulation of signal transduction pathways activated by cytokines such as IL-3.

Interestingly, when *p53^−/−^* cells were treated with a MEK inhibitor, they underwent apoptosis similar to WT cells. This indicates that cells lacking *p53* retain a dependence on MAP kinase signaling, which is supported by the increased ERK1/2 phosphorylation in these cells. Proteomic analysis of Acute Myeloid Leukemia samples has indicated that patients with higher levels of p53 (which often is indicative of p53 mutation) also had abundant ERK2 [51]. It is well recognized that loss of *p53* is a poor prognostic feature in hematological malignancy, at least in part because cells lacking functional p53 do not activate apoptosis pathways in response to chemotherapeutic drugs [52]. Our data suggest that an alternative treatment strategy in p53-deleted myeloid tumors would be the use of MAP kinase inhibitors. Our data further suggest targeting of the PI3K/AKT pathway is unlikely to be a successful therapeutic option where p53 is deleted or mutated.

## Supporting Information

Figure S1 **Protein expression of SOCS1, SOCS3, RIPK3, ß common chain, IL-3 α chain and Bcl11a in WT and** ***p53^−/−^*** **FDM cells.** (A and B) Lysates were extracted from multiple clones of WT or *p53^−/−^* FDM cells cultured in IL-3. Lysates were resolved by SDS-PAGE and immunoblotted with antibodies specific the indicated proteins. ßactin is shown as a loading control. (A) Two exposures of ß common are shown to demonstrate expression in WT cell line 4 and *p53^−/−^* cell line 1. (B) Bcl11a isoforms molecular weight are as follows, 1–84 kda, 2–47 kda, 3–27 kda, 4–45 kda, 5–27 kda, 6–21 kda, 7–14 kda, 8–53 kda.
(TIF)

Figure S2 **Differential pathway expression in** ***p53^−/−^*** **samples after IL-3 loss.** *p53^−/−^* FDM cell clones were withdrawn of IL-3 for 6 or 18 h were analyzed by SPIA. Significant pathways are shown (FDR<0.1).
(TIF)

Figure S3 **ERK activation after IL-3 stimulation of WT and** ***p53^−/−^*** **FDM cells.** Lysates were extracted from WT pr *p53^−/−^* FDM cells cultured in the absence of IL-3 for 16 h followed by a 15 minute IL-3 re-addition at various concentrations (as indicated). Lysates were resolved by SDS-PAGE and immunoblotted with antibodies specific to phospho-ERK, total ERK and ßactin.
(TIF)

Figure S4 **AKT inhibition does not alter ERK1/2 phosphorylation and MEK inhibition does not affect AKT phosphorylation.** Lysates were extracted from cells treated with either AKTi or MEKi and resolved on SDS-PAGE and immunoblotted with the indicated antibodies. The predominant isoform of Bim is BimL. An asterisk indicates the correct Puma band. ßactin is shown as a loading control.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

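RNA from WT and *p53-/-* FDM cells, 3 clones of each taken 0, 6 and 18 h after IL-3 was removed, had been hybridized to 18 Illumina MouseWG-6 V1 arrays, and the files of all 18 were read. The intensity values are those the authors deposited averaged over the beads of each probe and not normalized between arrays, with the software version and background option not stated. With each came a detection score, deposited in a column that holds 1 minus the detection p-value and was turned back into a p here. A table of values on a log2-like scale, which the authors made from the intensities with the lumi package and quantile normalized, was also deposited. Low signals are compressed in it by a transform that is not stated, its median was 8.137 in all 18 columns, and it was used only as an alternative. There were 46632 probes in each file, 0 control probes, 0 columns without a sample and 0 identical pairs of arrays.

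Probe names came from the annotation of the array, and symbols were matched to a table of mouse genes (RefSeq, assembly GRCm38.p6) that was used for names and neighbors only. Of the probes, 29976 carried 1 symbol, 10 carried several and 16646 carried none, and unnamed probes were counted but not assigned to genes. For a gene with several probes the brightest was used, and other probes are given where they differ in call or sign.

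Intensities were corrected with neqc in limma 3.58.1 (R 4.3.3), which fits normexp to the detection p-values, adds an offset of 16, applies quantile normalization and takes log2. Probes with a detection p under 0.01 on at least 1 array were kept. Array weights were estimated with arrayWeights, and 1 linear model with the 6 groups was fitted to all 18 arrays with lmFit and eBayes. The 7 comparisons taken from it were *p53-/-* against WT cells at 0 h, 6 h against 0 h and 18 h against 6 h within each genotype, and the differences between the genotypes in those changes. P-values were adjusted by the Benjamini-Hochberg method over all probes kept in a comparison, and all tests were two-sided.

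Whether arrays with the same replicate number share a clone was checked from the correlation of their deviations from the group mean. Within a genotype r ranged from 0.276 to 0.756 over 18 pairs, and between genotypes from -0.0417 to 0.0336 over 9 pairs. The model behind the values reported had no block. Fits with clone as a block were run as an alternative for the changes within a genotype, and their counts are named where they are given. The slide of each array was not used here, so no fit with slide as a block was run.

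Gene lists (34) and gene families were written with the paper in view. Lists were tested with camera, and families with the mean-rank test of geneSetTest on squared moderated statistics. Genes are named by a rule set with the lists. The rule takes genes the paper names in its text, up to 10 of the largest rises and falls of a comparison among probes that passed with the groups separated, and up to 4 members of a list with the smallest p, with others where needed to say what did not pass. Values in the figures of the paper had been seen when the rule was written.

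The procedure was tested on simulated data with known shifts in 100 probes of each size. At 0 h it recovered 43 of 100 probes shifted by 1 on the log2 scale and 85 of 100 shifted by 2, with 8 unshifted probes called. A list shifted by -1 was called in all 7 comparisons and 0 of 26 other lists were. The simulated noise was independent between probes and between arrays. It held no correlation between genes and no effect of clone, so false list calls from these could not appear. For the difference between genotypes from 0 h to 6 h it recovered 20 and 75 of 100, so this comparison had the least power. Alternatives changed the background correction, the scaling, the filter, the weights, the thresholds, the block, the arrays fitted and the test of the lists, and each array was left out in turn. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Pathway topology analysis was not used here, and protein assays and cell counts were not analysed here. Some genes that the paper names are not reported here.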

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

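The tests on the clone that decides, on globins and on the third array were chosen after the results were seen, and those on splits, clones and floor before.

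Differences between the genotypes in their response were picked out because the difference itself was tested. From 0 h to 6 h, 3 probes passed. The change of histone genes was more positive in *p53-/-* cells by a median of 0.743 on the log2 scale, and that of ribosome biogenesis and MYC target genes by 0.42. From 6 h to 18 h, 271 probes passed. The median difference was 0.621 for histone genes, 0.778 for DNA replication genes, 0.657 for genes of G2 and mitosis and -0.737 for genes of cholesterol and fatty acid synthesis. None of these lists passed with an estimated correlation. For histone genes from 0 h to 6 h the *p53-/-* clones changed by 1.19, -0.06 and 0.63 and the WT clones by 0.06, -0.01 and -0.21, so they overlap. For ribosome biogenesis and MYC target genes the *p53-/-* clones changed by -0.83, -0.73 and -0.76 and the WT clones by -1.41, -1.53 and -1.4. These do not overlap, a separation that chance gives in 10% of cases with 3 clones of each.

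Other results were picked out as signals in groups of genes that the text of the paper does not take up as groups. Single members are in its figures, Hemgn and Kel in Figure 1B and Fcer1a in Figure 1C. From Gfi1 the paper proposes that p53 levels may play a part in the choice of lineage. At 0 h the median log2 change was 1.81 for erythroid and megakaryocyte genes and -0.885 for mast cell and basophil genes. In WT cells from 6 h to 18 h it was -1.58 for histone genes, -1.77 for DNA replication genes and -1.39 for genes of G2 and mitosis.

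The lineage markers at 0 h were weighed against 3 explanations. Without any 1 of the 6 arrays the highest adjusted p of the 2 lists was 0.0117. That cannot exclude that one clone decides the tests, since every other split of the 6 clones also gave the erythroid list a camera p of 0.0286 or lower. Calls of single markers were lost without 1 array, and one clone adds to the size. The erythroid median was 1.1 without the third *p53-/-* clone, which stood 1.43 above the mean of all clones against 0.54 for each of the others. A share of mature erythroid cells in the *p53-/-* cultures remains open: Hba-a1 had the largest change of the list, 7.49 (standard error 1.94, adjusted p = 0.0202), without passing, and Hbb-b2, the other globin, had a change of 1.10 (standard error 0.51, adjusted p = 0.174) near the floor. The median level of 2 globin genes was 0.756 above that of the risen members, but levels of different probes are not comparable, so that test is void. Differences between clones unrelated to genotype cannot be told from genotype with 3 clones of each: the real grouping had the smallest p for the erythroid list (6.46e-07, and 1.5e-05 in the next), 1 of 10 splits, which is too few for a share under 0.05.

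The smaller late fall of cell-cycle genes in *p53-/-* cells was weighed in the same way. Without the third *p53-/-* array at 18 h, which has the lowest weight, the lowest median difference of the 3 lists was 0.57. The difference in the weighted fit therefore does not come from that array. At a weight of 0.0905 the array could add little to that fit, so the result was nearly settled in advance. Values near the floor in *p53-/-* cells were excluded, since the lower quartile of their level minus that of WT cells at 18 h was 0.407. Differences between clones remain, since the real grouping was 1 of 10 splits with so small a p (1.04e-09, and 2.66e-07 in the next), too few for a share under 0.05.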

How the results depend on the processing

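Of 85 values of named genes, 67 passed and 39 of these passed under every alternative and without any single array, and 0 reversed. Clone as a block changed the call of none of them within a genotype. Signal over background limits genes near the floor, and 3 clones per group limit all counts. The cause of each change below was not tested, except that fewer arrays or a looser threshold act by construction. Counts are of probes passing. No fit with slide as a block was run.

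At 0 h (927) the count was 445 with no array weights, 581 with only the arrays compared, 2712 at an adjusted p under 0.05 and 4140 at 0.1 with no condition on B, 3871 with ordinary t, 581 with the block and no weights, and 233 to 955 with 1 array left out. Replicate number as a block across genotypes, where numbers do not pair, gave 929. At 6 h in WT cells (1367) it was 867 with median scaling, 815 with no filter, 281 with no weights, 3490 and 4798 at the 2 thresholds, 4588 with ordinary t, 543 with the block and no weights, and 346 to 1368 with 1 array left out. From 6 h to 18 h in WT cells (1718) it was 1103 with no filter, 400 with no weights, 1068 with only the arrays compared, 4430 and 5940 at the thresholds, 5850 with ordinary t, 670 with the block and no weights, 2580 with the block and without the third *p53-/-* 18 h array, and 453 to 1742 with 1 array left out.

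At 6 h in *p53-/-* cells (363) it was 182 with only the arrays compared, 651 and 1381 at the thresholds, 1449 with the block, 626 with a random block, 1295 with ordinary t, 1493 with the block and without the third 18 h array, and 119 to 446 with 1 array left out. From 6 h to 18 h in *p53-/-* cells (314) it was 535 with median scaling, 158 with no weights, 123 with only the arrays compared, 868 at 0.1 with no condition on B, 744 with the block, 537 with a random block, 908 with ordinary t, 616 with the block and without the third 18 h array, and 0 to 331 with 1 array left out.

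For the difference from 0 h to 6 h (3) it was 5 with an offset of 50, 1 with median scaling, 0 with cyclic loess, with no weights, with only the arrays compared and with the block and no weights, 1 at an adjusted p under 0.05, 6 with the authors' processed values, 350 with the block, 13 with a random block, 357 with the block and without the third *p53-/-* 18 h array, and 0 to 5 with 1 array left out. For the difference from 6 h to 18 h (271) it was 47 with no filter, 1 with no weights, 410 and 1147 at the thresholds, 677 with the block, 542 with a random block, 1027 with ordinary t, 11 with the block and no weights, 665 with the block and without the third *p53-/-* 18 h array, and 0 to 353 with 1 array left out.

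Of 238 list tests 44 passed, 2 with an estimated correlation, 40 with the directional test of fry (27 of the 44), 128 with its mixed test (41 of the 44) and 40 to 52 with 1 array left out, and none turned sign. With an estimated correlation the adjusted p was 0.216 for p53 targets at 0 h, and 0.249 for histone and 0.144 for replication genes from 6 h to 18 h in *p53-/-* cells. Of the families 4 passed, 1 by residual standard deviation, 1 with camera on the signed statistic, and 2 to 4 with 1 array left out.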

Differences from the paper's values

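A fold is said to differ where it is more than 1.5 times the paper's and their distance on the log2 scale exceeds the larger SD of the clones, and a log2 value where the signs differ or the distance exceeds that SD. The paper gives a difference of 1.5 for Sgk1 between the genotypes at 0 h. As a fold it was 6.02 here, and of the alternatives set before the data were examined only the authors' processed values (2.29-fold) do not differ. Read as log2, the paper's 1.5 stands against 2.59 here, and no background correction, the authors' processed values and the fits without the second or the third WT array at 0 h do not differ while the others do. For Ripk3 the paper gives 1.5, against 3.64-fold here, and every alternative differs. Read as log2, 1.5 and 1.86 do not differ under any setting. For Gfi1 the paper gives 2, against 6.95-fold here, and every alternative differs. Read as log2, the paper's 2 stands against 2.80 here, and no background correction, an offset of 50, the authors' processed values and the fits without the third WT or the third *p53-/-* array at 0 h do not differ while the others do.

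The paper shows Sgk1 at about 1.7 in Fig. 3B, read by eye, against 2.59 here. No background correction, an offset of 50, the authors' processed values, the replicate block and the fits without the second WT, the third WT or the third *p53-/-* array at 0 h do not differ, and the other alternatives do. It shows Ripk3 at about 1.4 in Fig. 3B, read by eye, against 1.86 here. No background correction, an offset of 50, median scaling, cyclic loess, no filter on detection, no array weights, the authors' processed values, the replicate block, the random block and the fits without any 1 of the WT arrays or the first *p53-/-* array at 0 h do not differ, and the other alternatives do. It shows Gfi1 at about -2.3 in Fig. 3C, read by eye, and -2.80 here does not differ from it, while median scaling, cyclic loess, the authors' processed values and the fit without the first WT array at 0 h do.

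The paper states that Calm2 and Calm3 were lower in *p53-/-* cells. Calm2 was, and Calm3 was not, with a log2 change of 0.20. The paper identifies the insulin and MAPK signaling pathways as activated in *p53-/-* cells by a test on pathway topology. As lists, insulin signaling genes (median -0.38) and ERK pathway genes (median -0.25) did not pass here. The paper places Sphk1 among the genes most raised in *p53-/-* cells. Its brightest probe did not pass here, at 3.91, and does under median scaling, cyclic loess, no background correction, an offset of 50, no filter on detection, no array weights, either threshold with no condition on B, ordinary t, the authors' processed values and either block, without 6 of the single arrays, and in both block fits chosen after seeing the values, of which the one with no weights drops Socs1. A dimmer probe passed. The paper counts Pik3cg among the differing genes of these pathways. It did not pass here, at -0.96, and does under either threshold with no condition on B and under ordinary t. A dimmer probe, at -1.49, also does under these, no background correction, an offset of 50, cyclic loess, the authors' processed values, without the third *p53-/-* array at 0 h or at 18 h, and in the block fit without the latter. The paper names tumor suppressors, kinases and transcription factors as the families that differ most, and its methods rank genes by residual standard deviation. By that measure only cytokines and chemokines passed here, while tumor suppressors, kinases, transcription factors and oncogenes passed on the moderated statistic. Residual standard deviation measures the spread within groups and not a difference between genotypes. On the moderated statistic cytokines and chemokines did not pass (adjusted p = 0.66 in the mean-rank test).

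At 6 h the paper finds the JAK-STAT, insulin and p53 pathways changed in WT cells, by a test on differing genes and pathway topology. That test was not run here. With camera, on lists written with the paper in view, the JAK-STAT list passed in both genotypes. The lists of insulin signaling genes and p53 targets passed in neither. Camera tests for a shared direction, and members of these lists both rose and fell when adjusted over each list alone. Camera therefore cannot decide whether the insulin and p53 pathways changed.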

Other observations

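The test on neighbors of Trp53 was chosen after the results were seen, and the splits of the arrays before.

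In cells growing in IL-3, other lists passed as well. Of 48 histone genes 0 passed in limma (16 lower and 1 higher when adjusted over the list alone), with a median log2 change of -0.49 (adjusted p = 0.000741, and adjusted p = 0.489 with an estimated correlation). This list did not pass without the first *p53-/-* array (adjusted p = 0.216), and relative to the mean of all clones the *p53-/-* clones were at -0.77, 0.38 and -0.04 and the WT clones at 0.30, 0.39 and 0.05. Of 38 genes of G2 and mitosis 3 were higher and 0 lower (20 and 2 when adjusted over the list alone), with a median of 0.57 (adjusted p = 0.000562, and adjusted p = 0.489 with an estimated correlation). Of 26 genes of cholesterol and fatty acid synthesis 5 were higher and 1 lower (8 and 2 when adjusted over the list alone, adjusted p = 0.00775, and adjusted p = 0.467 with an estimated correlation), among them Scd1, the stearoyl-CoA desaturase, at 2.10 (standard error 0.301, adjusted p = 0.000994).

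After 6 h without IL-3, genes of ribosome biogenesis and MYC targets fell in both genotypes. Of 35 genes 28 fell in WT cells (32 when adjusted over the list alone, median log2 change -1.54, adjusted p = 1.37e-26, and adjusted p = 0.0896 with an estimated correlation) and 6 in *p53-/-* cells (24 fell and 1 rose when adjusted over the list alone, 14 fell with clone as a block, median -1.04, adjusted p = 1.07e-13, and adjusted p = 0.363 with an estimated correlation). Nop56, a protein of small nucleolar particles, fell by 2.20 in WT cells (standard error 0.205, adjusted p = 6.4e-06). The stress response factor gene Atf4 fell by 2.23 in WT (standard error 0.137, adjusted p = 1.47e-07) and by 1.94 in *p53-/-* cells (standard error 0.203, adjusted p = 0.000143). Cholesterol genes fell too, 11 of 26 in WT cells (adjusted p = 5.86e-10, and adjusted p = 0.196 with an estimated correlation).

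Called genes near Trp53 were tested for a segment carried along from the targeted cells. Of 113 measured genes within 5 Mb 8 passed at 0 h, 3 higher and 5 lower in *p53-/-* cells, where 5.43 would be expected (Fisher's exact p = 0.262, two-sided). Over the genome 17.1% of windows of as many genes held as many, so the test cannot tell. Of the 8 called genes the 4 closest to Trp53, named after the values were seen, were Wrap53 and Mpdu1 (higher) and Fxr2 and Tnfsf13 (lower). The test over 5 Mb does not weigh them apart from the rest, and a short segment at the locus remains open.

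Arrays were also regrouped in all 10 splits of each comparison, the real one included, which are too few for a share under 0.05. At 0 h no other split reached the 927 probes of the real one (highest other 1), so 1 split of 10 had as many. The same count was 1 in WT cells at 6 h (1367, highest other 396, and 0 among the other splits that part both times of every clone) and 1 from 6 h to 18 h (1718, highest other 1005, and 473 among those splits). In *p53-/-* cells 3 splits with the real one had as many at 6 h (363, highest other 3125, and 877 among those that part every clone), and 2 from 6 h to 18 h (314, highest other 538, which parts every clone). For the differences between genotypes the count was 1 from 0 h to 6 h (3, highest other 0) and 3 from 6 h to 18 h (271, highest other 302). The split with 3125 probes sets the first and the third 0 h array and the third 6 h array against the rest, and points to a structure among the *p53-/-* arrays other than time. It sets both arrays of the third clone against both arrays of the second and parts only the first clone, so it follows clone in part. Deviations of the third clone at 0 h and 6 h correlated with r = 0.756.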
